# Disturbance of floral colour pattern by activation of an endogenous pararetrovirus, petunia vein clearing virus, in aged petunia plants

**DOI:** 10.1111/tpj.14728

**Published:** 2020-04-03

**Authors:** Kazunori Kuriyama, Midori Tabara, Hiromitsu Moriyama, Akira Kanazawa, Hisashi Koiwa, Hideki Takahashi, Toshiyuki Fukuhara

**Keywords:** petunia vein clearing virus, petunia, bicolour petal, post‐transcriptional gene silencing, DNA methylation, pararetrovirus, ageing

## Abstract

White areas of star‐type bicolour petals of petunia (*Petunia hybrida*) are caused by post‐transcriptional gene silencing (PTGS) of the key enzyme of anthocyanin biosynthesis. We observed blotched flowers and a vein‐clearing symptom in aged petunia plants. To determine the cause of blotched flowers, we focused on an endogenous pararetrovirus, petunia vein clearing virus (PVCV), because this virus may have a suppressor of PTGS (VSR). Transcripts and episomal DNAs derived from proviral PVCVs accumulated in aged plants, indicating that PVCV was activated as the host plant aged. Furthermore, DNA methylation of CG and CHG sites in the promoter region of proviral PVCV decreased in aged plants, suggesting that poor maintenance of DNA methylation activates PVCV. In parallel, *de novo* DNA methylation of CHH sites in its promoter region was also detected. Therefore, both activation and inactivation of PVCV occurred in aged plants. The accumulation of PVCV transcripts and episomal DNAs in blotched regions and the detection of VSR activity support a mechanism in which suppression of PTGS by PVCV causes blotched flowers.

## INTRODUCTION

Various transposable elements make up a large fraction of the eukaryotic genome and contribute to genomic diversity. These transposable elements (transposons) are primarily classified into two types, DNA transposons, and retrotransposons. A retrotransposon is transcribed from DNA to RNA, and the RNA transcript is then reverse transcribed to DNA by its own reverse transcriptase. This copied DNA is then inserted into the genome’s DNA at a new position (Feschotte *et al.*, 2002; Lisch, 2013). Retrotransposons are closely related to retroviruses and pararetroviruses. Various endogenous retrovirus‐ and pararetrovirus‐related sequences are found in almost all eukaryotic genomes.

Endogenous pararetrovirus sequences are the most abundant integrated viral sequences in plant genomes (Chabannes and Iskra‐Caruana, 2013). The sequences of most endogenous pararetroviruses can no longer propagate in the host, that is they are relics of virus endogenization, but some retain their proviral status with the ability to propagate and symptomatically affect their host plants. For instance, tobacco vein clearing virus (TVCV), banana streak virus (BSV), and petunia vein clearing virus (PVCV) originate from endogenous pararetroviruses in plants (Jakowitsch *et al.*, 1999; Ndowora *et al.*, 1999; Richet‐Pöggeler *et al.*, 2003). A functional pararetroviral sequence has one quasilong terminal repeat (QTR) sequence, which is similar to the long terminal repeat (LTR) sequence of retroviruses and contains a promoter sequence, and a signal sequence for adding a poly A to transcripts (Richet‐Pöggeler *et al.*, 2003; Noreen *et al.*, 2007). The life cycle of pararetroviruses is similar to that of retroviruses in which viral RNA is transcribed from the pararetroviral DNA (provirus) in its host genomic DNA. Then episomal DNA is generated from viral RNA transcript as a template by its own reverse transcriptase (Staginnus and Richert‐Pöggeler, 2006). This circularized episomal DNA, as a viral genome, is coated with capsid proteins to form a virus particle, which can move from cell to cell and from plant to plant.

PVCV is a member of the genus *Petuvirus* in the family *Caulimoviridae*. Cauliflower mosaic virus (CaMV) is a type species in the genus *Caulimovirus* in the family *Caulimoviridae* (Geering and Hull, 2012)*.* PVCV has a single molecule of non‐covalently closed circular double‐stranded DNA of 7.2 kbp, which encodes a single open reading frame (ORF) with significant similarity to ORFs encoded by other family members such as CaMV. This long ORF likely encodes a polyprotein whose several domains are cleaved into individual functional proteins by their own proteinase(s), using a similar mechanism as retrovirus polyproteins. However, the cleavage sites of putative PVCV polyprotein and the functions of proteins encoded by PVCV remain unknown. It has been reported that PVCV is activated under stress conditions such as heat, drought, and wounding (Richet‐Pöggeler *et al.*, 2003; Noreen *et al.*, 2007). The activation of PVCV causes disease symptoms to host plants such as vein clearing and yellowing and curling of leaves, in which episomal DNAs and virus particles are detectable (Richert‐Pöggeler *et al.*, 2003). Transmission of PVCV by mechanical infection has never been proven, but graft transmission between tobacco and petunia plants has been reported (Richert‐Pöggeler *et al.*, 2003). All cultivated petunia plants (*Petunia hybrida*) have many (*c.* 50 copies) PVCV proviruses within their genome’s DNA, which could be attributed to the presence of PVCV in a wild petunia species (*P. axillaris*) (Bombarely *et al.*, 2016). Consequently, all cultivated petunia plants potentially exhibit these disease symptoms.

Host plant cells control nucleic acid parasites such as transposons and viruses by RNA silencing (interference), a mechanism that transcriptionally (transcriptional gene silencing, TGS) or post‐transcriptionally (post‐transcriptional gene silencing, PTGS) downregulates gene expression of transposons and viruses to suppress their mobilization and propagation (Castel and Martienssen, 2013). In *Arabidopsis thaliana*, two endoribonucleases (Dicers), DCL3 and DCL4, cleave double‐stranded RNAs (dsRNAs) into 24‐nt and 21‐nt small interfering RNAs (siRNAs), respectively (Fukudome and Fukuhara, 2017). The products of DCL3, 24‐nt siRNAs, function in TGS via RNA‐directed DNA methylation (RdDM) to suppress the activation of transposons, presumably pararetroviruses (Matzke and Mosher, 2014). Conversely, the products of DCL4, 21‐nt siRNAs, function in PTGS (RNA interference, RNAi) via sequence‐specific RNA cleavage to regulate gene expression and defend against virus propagation (Garcia‐Ruiz *et al.*, 2010; Wang *et al.*, 2011).

In addition to responding to invading nucleic acids, these mechanisms are involved in intrinsically suppressing endogenous genes and contribute to a particular plant phenotype. PTGS was first reported in transgenic plants and was referred to as co‐suppression, in which suppression of both a transgene and its homologous endogenous gene was induced by introduction of the transgene (Napoli *et al.*, 1990; van der Krol *et al.*, 1990). Suppression of endogenous genes through PTGS in the absence of a transgene was subsequently detected in non‐transgenic plants: most commonly, plants lack pigmentation in a particular tissue as a consequence of the suppression of the *CHS* gene for chalcone synthase, a key enzyme of anthocyanin biosynthesis. This phenomenon has been observed in the seed coat tissues of soybean (Senda *et al.*, 2004; Tuteja *et al.*, 2004), various tissues including maize kernels (Della Vedova *et al.*, 2005), and flower tissues of petunia (Koseki *et al.*, 2005) and dahlia (Ohno *et al.*, 2011). In a petunia variety ‘Red‐Star’, PTGS of the *CHS‐A* gene, a gene copy abundantly expressed in the flower tissues among the *CHS* gene family, is naturally induced in tissues along the mid‐vein of each petal, which results in the formation of a star‐type bicolour pattern (Koseki *et al.*, 2005) (for flower phenotype, see Figure 1). Similar naturally occurring PTGS is also implicated in the formation of non‐pigmented sectors in the outer edge of the petal tissues of a picotee‐type petunia variety (Morita *et al.*, 2012). A deep sequencing analysis uncovered commonality in siRNAs between naturally occurring PTGS and co‐suppression of the *CHS‐A* genes in petunia, indicating mechanistic similarities between these silencing systems (Kasai *et al.*, 2013). This finding thus provided a basis for the phenotypic resemblance between existing varieties and co‐suppressed plants of petunia, which was noticed by the authors of the above‐mentioned articles of co‐suppression published in the 1990s (Mittelsten Scheid, 2019).

**Figure 1:**
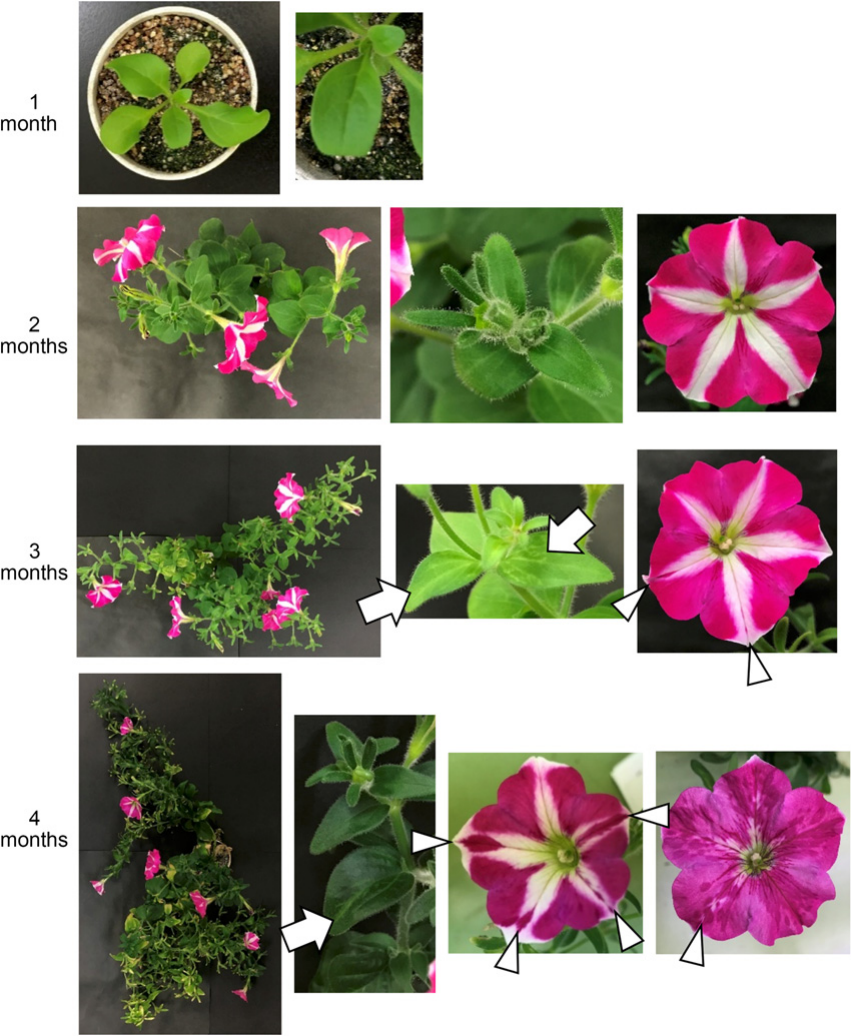
Activation of petunia vein clearing caulimovirus (PVCV) as a host plant ages. Photographs of plants, leaves, and flowers of petunia cv Rondo Rose‐Star are shown. Vein‐clearing symptoms and blotched flowers were observed in 3‐month‐old and 4‐month‐old plants. Blotches and vein‐clearing are indicated by white arrowheads and arrows, respectively. 1m, 2m, 3m, and 4m indicate 1‐, 2‐, 3‐, and 4‐month‐old petunia plants, respectively.

Most plant viruses protect themselves from host RNA silencing (PTGS) by viral suppressors of RNA silencing (VSRs) (Burgyán and Havelda, 2011), and they also inhibit naturally occurring PTGS. Indeed, recovery of pigmentation in yellow seed coats of soybean by virus infection (Senda *et al.*, 2004) and in bicolour flowers of star‐type petunia by infection of cucumber mosaic virus (CMV), tobacco etch virus (TEV), and potato potyvirus Y (PVY) (Teycheney and Tepher, 2001; Koseki *et al.*, 2005; Griesbach *et al.*, 2007) has been observed. However, the relationship between host RNA silencing and endogenous pararetroviruses remains unknown.

Here we characterized the activation process of PVCV and the effect of its activation on the bicolour pattern of star‐type petunia. During the long‐term cultivation of host plants, the methylation levels of the promoter region of PVCV proviruses decreased, and PVCV transcription was activated. VSR of PVCV interferes with PTGS of the *CHS‐A* gene, restoring the expression of *CHS‐A* in flowers. Consequently, blotched flowers formed on aged plants. These results indicated that activation of a pararetrovirus during long‐term cultivation affects flower colour patterning in petunia.

## RESULTS

### Activation of PVCV as a host plant ages

It has been reported previously that a pararetorovirus, PVCV, is activated by environmental stresses such as heat, drought, and wounding (Zeidan *et al.*, 2000; Richert‐Pöggeler *et al.*, 2003). However, we did not detect any vein‐clearing symptoms in the star‐type petunia cultivar (cv) Rondo Rose‐Star by heat or drought stress treatment. Instead, we observed the vein‐clearing symptom in 3‐month‐old plants that were grown under normal growth conditions in a growth room (Figure 1). Numerous PVCV transcripts were detected from total RNAs prepared from petunia leaves with the vein‐clearing symptom using quantitative real‐time PCR (qPCR) analysis, and the level increased in an age‐dependent manner (Figure 2a). The vein‐clearing symptom was correlated with the accumulation of PVCV transcripts. Furthermore, the putative circular and linear forms of episomal DNAs containing the PVCV sequence were also detected in 3‐ and 4‐month‐old plants using Southern blot analysis (Figure 2b, lanes 11, 12, 15, and 16). Therefore, the appearance of the vein‐clearing symptom was associated with the accumulation of PVCV transcripts and episomal DNAs, which are the hallmarks of the activation of pararetroviruses. These results indicate that PVCV was activated as the host plants aged.

**Figure 2:**
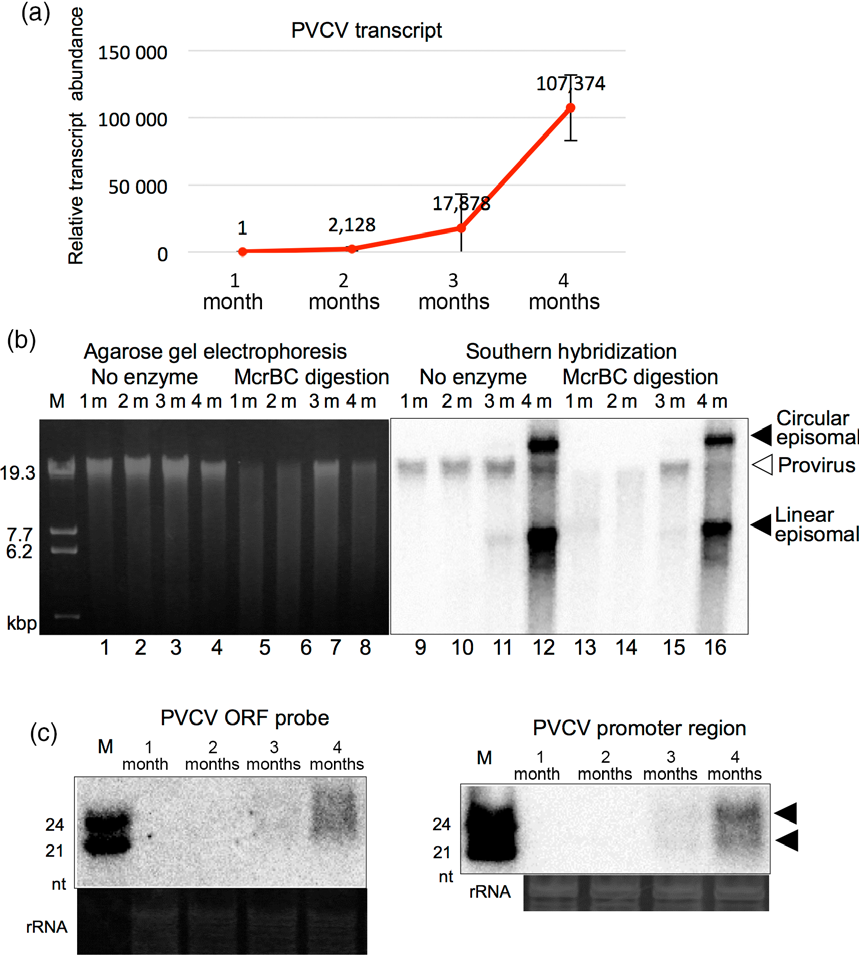
Activation of petunia vein clearing caulimovirus (PVCV) as the host plant ages. (a) Accumulation of the PVCV transcript as the plant aged. Relative abundance of PVCV transcripts in leaves of 1‐, 2‐, 3‐, and 4‐month‐old petunia plants (1m, 2m, 3m, and 4m, respectively) were determined by qPCR and normalized to the abundance of 26S rRNA. Total RNAs were prepared from several leaves of petunia plants. Error bars indicate the standard errors of three biological replications. (b) Detection of episomal PVCV DNAs and analysis of methylation states of petunia genomic DNA and proviral and episomal PVCV DNAs. Total DNAs prepared from several leaves and those digested by the methylation‐dependent restriction endonuclease McrBC were analyzed by agarose gel electrophoresis (left), and PVCV sequences were detected by Southern blot hybridization (right). Proviral PVCV sequences are indicated by a white arrowhead, and the linear form of episomal PVCV DNAs of *c.* 7.2 kbp and its putative circular form are indicated by black arrowheads. (c) siRNAs derived from the coding (left) and promoter (right) regions of PVCV were detected by northern blot hybridization. Total RNAs prepared from several leaves were used. siRNAs of 21‐nt and 24‐nt in length are indicated by black arrowheads. Ribosomal RNAs stained by ethidium bromide are shown as loading controls. Molecular weight markers of linear dsDNAs (b) and single‐stranded RNAs (ssRNAs) (c) are indicated as lane M.

### Differences in nucleotide sequences between proviral and episomal DNAs of PVCV

The promoter regions of reported nucleotide sequences of proviral PVCV and its episomal DNA are slightly different (Richert‐Pöggeler *et al.*, 2003). We obtained nucleotide sequences of cDNAs derived from total RNAs prepared from 4‐month‐old petunia plants and compared them with proviral and episomal PVCV sequences deposited in the NCBI database (AY228106 and U95208.2; Richert‐Pöggeler *et al.*, 2003). Two types of PVCV transcripts were detected in 4‐month‐old plants of cv Rondo Rose‐Star (Figure S1). They contained polymorphisms (substitution, deletion, or insertion) at nine sites (Figure S1), which are similar to deposited nucleotide sequences of proviral and episomal PVCV sequences, respectively. In transcriptome (RNA‐seq) analysis using total RNAs prepared from 2‐ and 4‐month‐old plants, there were many more sequence reads derived from PVCV transcripts in 4‐month‐old plants than from 2‐month‐old plants (Table S1). 

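PVCV reads were higher in each of the 3 4-month-old plants than in any of the 3 2-month-old plants. From the paper's read numbers in Table S1, plants 2m-1, 2m-2 and 2m-3 had 174, 2.02 and 69.2 PVCV reads per 1000000 total reads (RPM), and plants 4m-1, 4m-2 and 4m-3 had 3368, 2008 and 13739. The ratio of the geometric means was 156 (a log10 difference of 2.19, with SDs of 1.02 among the 2-month-old plants and 0.432 among the 4-month-old plants, n = 3 plants per age). The lowest value at 4 months of age, in plant 4m-2, was 11.5 times the highest at 2 months of age, in plant 2m-1. An exact permutation test of the log10 values gave a two-sided p of 0.10, the smallest that 3 plants against 3 allow. Counting error was small beside the spread between plants. Even for the 26 PVCV reads of plant 2m-2 the Wilson 95% interval ran from 1.38 to 2.97 RPM. Per 1000000 reads on the gene models of the deposited table, which is a smaller total, the values were 417, 4.57 and 156 in the 2-month-old plants and 7649, 4533 and 30934 in the 4-month-old plants. The size of the ratio depended on single plants, since it was 383 without 2m-1, 41.3 without 2m-2, 241 without 2m-3, 235 without 4m-2 and 89.7 without 4m-3.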

In the RNA‐seq datasets obtained from 4‐month‐old plants, the majority of PVCV transcripts were derived from the episomal DNA in one plant (4m‐3 in Figure S2 and Table S2), but episomal transcripts were only a minority in another plant (4m‐2 in Figure S2 and Table S2). 

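Episomal sequences made up 68.5% of the PVCV reads at the distinguishing positions in plant 4m-3, 43.3% in plant 4m-1 and 2.16% in plant 4m-2. These shares pool the paper's read numbers, which Table S2 gives for 12 positions at 9 sites, with reads of neither sequence kept in the total. The share rested on 21495 of 31388 reads in 4m-3 (Wilson 95% interval 68.0 to 69.0%), on 845 of 1950 reads in 4m-1 (41.1 to 45.5%) and on 57 of 2638 reads in 4m-2 (1.67 to 2.79%). A read that spans several positions is counted at each of them. The intervals cover counting error only, treat these counts as independent and so are too narrow. Each share belongs to a single plant, so there was no test between groups. Single positions in 4m-3 ranged from 48.3 to 87.5%, those in 4m-1 from 19.0 to 71.0% and those in 4m-2 from 0.769 to 9.38%. The range of 4m-2 lay below both others. The ranges of 4m-3 and 4m-1 overlapped, but at every position, compared with itself, the share was higher in 4m-3 than in 4m-1.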

The ratio of PVCV reads per total reads in the dataset of a 4‐month‐old plant containing numerous episomal transcripts (4m‐3 in Table S1 and Figure S2) was more than that in another dataset containing a few episomal transcripts (4m‐2 in Table S1 and Figure S2), suggesting that viral transcripts increased enormously once the episomal DNA appeared.

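Episomal reads differed far more between the 4-month-old plants than the remaining PVCV reads did. Multiplying the PVCV reads, in RPM, by the episomal share gave 1460 RPM of episomal reads in plant 4m-1, 43.4 in 4m-2 and 9409 in 4m-3, a range of 217-fold. The remaining PVCV reads, proviral apart from the few of neither sequence, came to 1909 RPM in 4m-1, 1964 in 4m-2 and 4330 in 4m-3, a range of 2.27-fold. All PVCV reads together differed 6.84-fold between 4m-3 and 4m-2. This split takes the share at the distinguishing positions to hold over the whole PVCV sequence, and with 1 plant at each share it carries no test. Counts at those positions were 1950 beside 43567 PVCV reads in 4m-1, 2638 beside 21398 in 4m-2 and 31388 beside 171731 in 4m-3. They were not in proportion to all PVCV reads, so the assumption is doubtful. The 2.27-fold range and the near equality of 4m-1 and 4m-2 in the remaining reads are therefore uncertain. From the higher ratio of PVCV reads in 4m-3, the plant with numerous episomal transcripts, than in 4m-2, the plant with few, the paper proposes that viral transcripts rose greatly once episomal DNA had appeared.

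**Figure D1:**
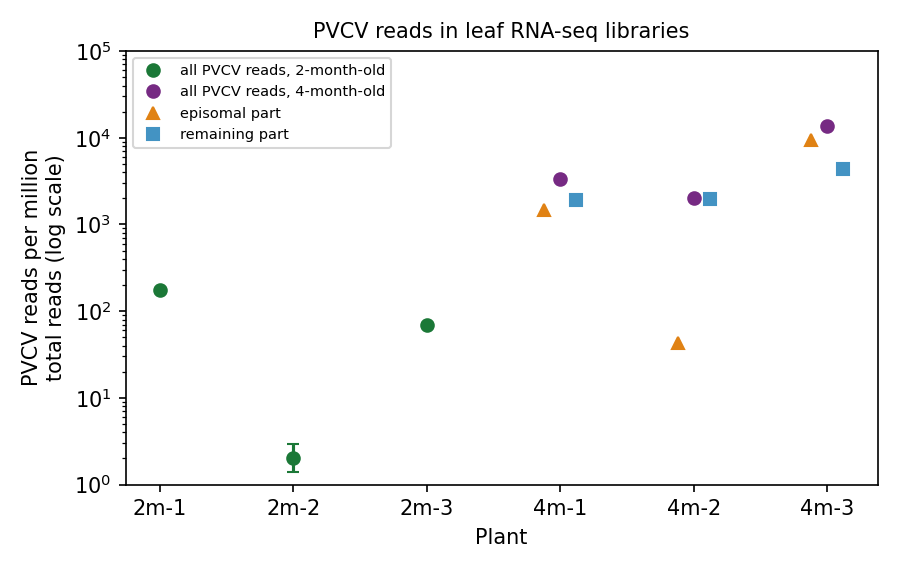
PVCV reads per 1000000 total reads (log axis) in each plant, with circles for all PVCV reads (bars, Wilson 95% intervals, most of them smaller than the symbol), triangles for the episomal part and squares for the remaining part in the 4-month-old plants. The triangles lie between 43.4 and 9409, and the squares between 1909 and 4330. Both take the share at the distinguishing positions to hold for all PVCV reads, which is doubtful.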

### Age‐dependent alteration of DNA methylation level in proviral PVCV loci

We hypothesized that the methylation state of genomic DNA was associated with PVCV activation, and examined the methylation state of PVCV using the methylation‐dependent restriction endonuclease McrBC and Southern blot hybridization (Figure 2b). McrBC was used because it recognizes specific nucleotide sequences containing two methylated cytosines. A comparison of band intensities shown in Figure 2b (lanes 13–16 indicated by a white arrowhead) indicated that the proviral PVCV loci of genomic DNA in leaves of 1‐ and 2‐month‐old plants were methylated whereas those in 3‐month‐old plants were not. Furthermore, the result also indicated that both putative circular and linear forms of episomal PVCV DNAs, which increased substantially in the 4‐month‐old plant, were not methylated (compare the band pattern and intensity in lane 12 with those in lane 16 in Figure 2b; both lanes indicate undigested episomal DNAs).

Furthermore, the methylation state of the PVCV promoter region was examined using the bisulfite sequencing method. The CG and CHG sites in the PVCV promoter region in leaves of the 1‐month‐old plant were highly methylated, but almost all cytosines in the PVCV promoter region in the 3‐month‐old plant were not methylated (Figure S3). However, nucleotide sequences of these PCR clones revealed that most analyzed clones obtained from the 3‐month‐old plant were derived from episomal PVCV DNAs (Figure S3). These results indicate that the promoter region of episomal PVCV DNAs was not methylated (Figure S3), which is consistent with the results using McrBC digestion (Figure 2b) and a previous report (Richert‐Pöggeler *et al.*, 2003).

To avoid interference of episomal DNA and to accurately analyze the methylation levels of proviral promoter regions in 1‐ and 3‐month‐old plants, bisulfide sequencing analysis was performed using PCR primers that are specific to the proviral PVCV sequence (Figure S1). Sequencing results showed that CG and CHG sites of all PCR clones derived from leaves of 1‐month‐old plants were highly methylated (nearly 100%), but their CHH sites were only slightly methylated (*c.* 10%) (Figure 3a). In contrast, three types of PCR clones derived from proviral PVCV sequences with different methylation states, namely: (a) clones containing barely methylated CG and CHG sites (hypomethylation), (b) clones containing highly methylated CG and CHG sites but slightly methylated CHH sites, and (c) clones containing highly methylated CG, CHG, and CHH sites (hypermethylation), were found in leaves of 3‐month‐old plants (Figure 3b). These results indicated that the methylation levels at CG and CHG sites were not maintained in some of 50 PVCV loci in aged plants, generating some hypomethylated PVCV loci in leaves of 3‐month‐old plants (Figure 3b). These results also suggest that PVCV transcripts were actively transcribed from PVCV loci with unmethylated CG and CHG sites (Figure 2a), and then episomal PVCV DNAs were generated from them (Figure 2b). Once the episomal PVCVs appeared, unmethylated episomal DNA can produce a huge amount of PVCV transcripts (Table S1 and Figure S2).

**Figure 3:**
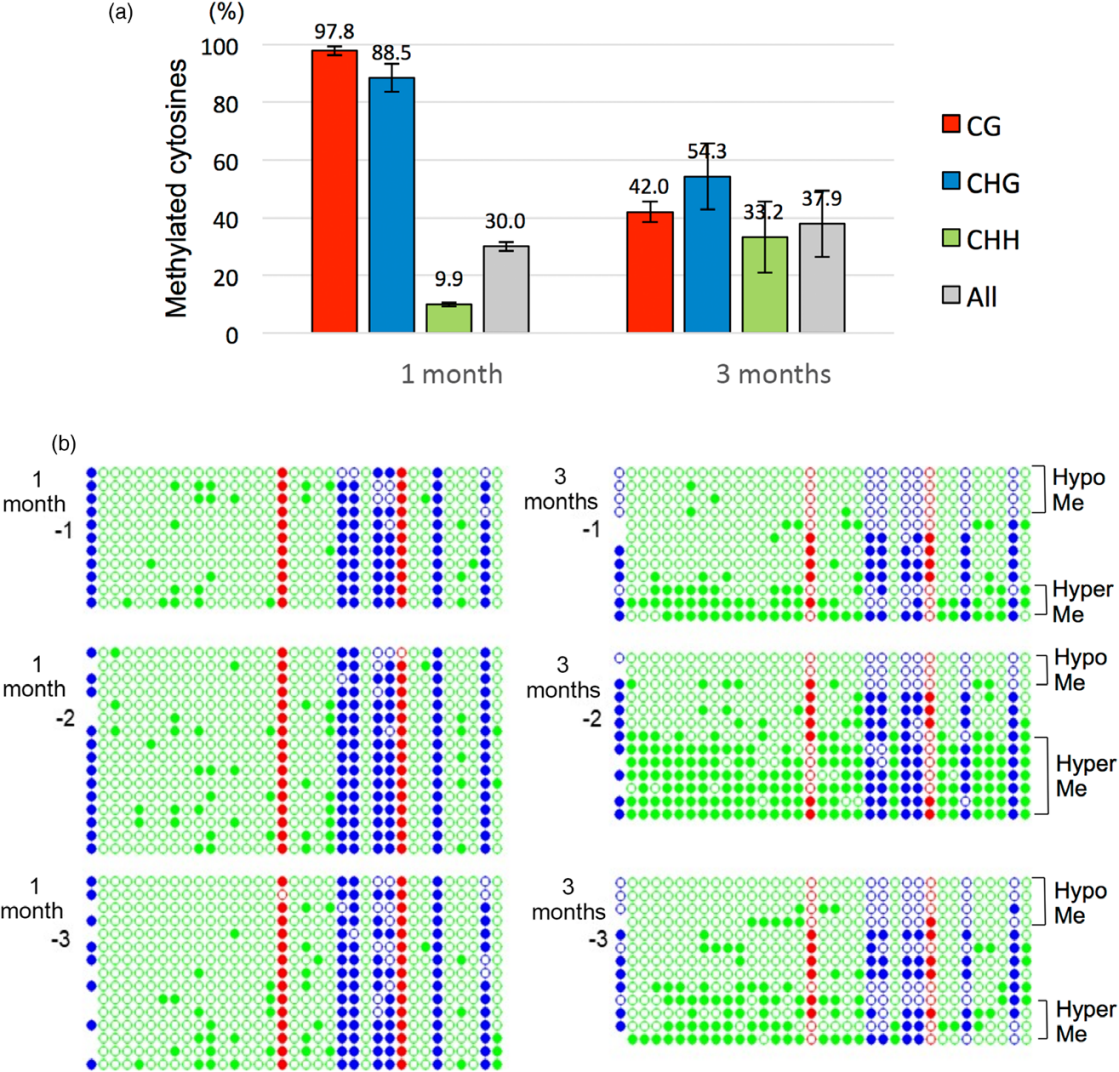
Methylation states of the promoter region of proviral petunia vein clearing caulimovirus (PVCV) in leaves analyzed using the bisulfite sequencing method. Genomic DNAs were prepared from three independent 1‐month‐old plants (1m‐1, 1m‐2, and 1m‐3) and three independent 3‐month‐old plants (3m‐1, 3m‐2, and 3m‐3), and treated using a bisulfite reagent. The promoter region of proviral PVCV was amplified by PCR with provirus‐specific primers (Table S3) and sequenced. (a) The ratios of methylated cytosines in CG (red), CHG (blue), and CHH (green) sites were calculated from sequencing data of *c.* 30 PCR clones. (b) Detailed presentation of methylated cytosines that are indicated as coloured circles. Filled colour circles, red (CG), blue (CHG), and green (CHH), indicate methylated cytosines, and open circles indicate unmethylated cytosines.

To examine whether DNA methylation was altered at other loci in the petunia genome during plant ageing, methylation states of promoter regions of *CHS‐A1* and *CHS‐A2* genes, which are duplicated *CHS‐A* genes present in the star‐type petunia cultivar (Morita *et al.*, 2012), were analyzed. In the promoter region of the *CHS‐A2* gene, *c.* 10–20% of cytosines at CG and CHG sites in both DNA samples prepared from 1‐ and 3‐month‐old plants were methylated (Figure S4). In the promoter region of the *CHS‐A1* gene, *c.* 60% of cytosines at CG and CHG sites in both DNA samples were methylated (Figure S5). The highly methylated region contains a short transposon‐like insertion (Morita *et al.*, 2012; Kon and Yoshikawa, 2014). Therefore, the locally high level of DNA methylation may be associated with the methylation mechanism against transposons. An age‐dependent decrease in the frequency of DNA methylation at CG and CHG sites was not observed in both promoter regions. Rather, methylation at CHH sites in a short transposon‐like insertion in the promoter region of the *CHS‐1A* gene increased as plants aged (Figure S5).

### **Induction of** ***de novo*** **methylation at CHH sites in the proviral PVCV sequences as the host plant aged**

Some proviral PVCV promoters from 3‐month‐old plants showed highly methylated CHH sites as well as CG and CHG sites (Figure 3b). The CHH sites in the hypermethylated promoter region were inferred as being *de novo* methylated because the CHH methylations in the same region of 1‐month‐old plants were slightly methylated (*c.* 10%; Figure 3b). Furthermore, both 21‐nt and 24‐nt siRNAs derived from the promoter and coding regions of PVCV were detected in 3‐ and 4‐month‐old plants, and they accumulated more in leaves of 4‐month‐old plants than in those of 3‐month‐old plants (Figure 2c). These results suggest that siRNAs were produced from PVCV transcripts by the host RNA silencing machinery when PVCV was activated in an age‐dependent manner, and then *de novo* RdDM was induced in the promoter regions of proviral PVCV loci to suppress the activation of PVCV (Figure 3b). Namely, the suppressive process against activated proviruses by RdDM was induced in aged petunia plants. In 4‐month‐old plants, both CG and CHG sites in the promoter region of proviral PVCV were highly methylated (proximately 90%), and CHH sites were also considerably methylated (*c.* 25%, Figure S6), supporting the notion that *de novo* RdDM was induced against activated PVCV. However, as shown in Figures 2b (McrBC digestion) and S3 (bisulfite sequencing), episomal DNAs were not methylated even in aged plants, suggesting that host RNA silencing did not function on the episomal PVCV DNAs even in the 3‐ and 4‐month‐old plants.

### Genes involved in ageing, as well as abiotic stress responses, were upregulated in 4‐month‐old plants

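In leaf RNA from 3 plants at 2 months of age (2m-1, 2m-2 and 2m-3) and 3 plants at 4 months of age (4m-1, 4m-2 and 4m-3), 1047 of 23130 tested gene models were higher and 296 were lower in the 4-month-old plants at an adjusted p under 0.05 from limma. The median fold of those that were higher was 3.98, and that of those that were lower was 3.08. The gene model Peaxi162Scf01333g10016 rose from 14.1 ± 0.708 normalized counts (SD, n = 3 plants) to 892 ± 177 (SD, n = 3), with a log2 fold change of 5.87 (standard error 0.22, adjusted p = 2.1e-05 from limma). Its neighbour in the numbering, Peaxi162Scf01333g10015, rose by 6.13 on the log2 scale (standard error 0.33, adjusted p = 0.00022 from limma), and both lie on a scaffold whose median log2 difference from the other libraries was -0.66 in plant 2m-3, -0.59 in 2m-2 and 0.52 in 4m-3. Peaxi162Scf00034g01115 fell from 263 ± 75.8 to 30.1 ± 8.48 normalized counts (log2 fold change -3.08, standard error 0.30, adjusted p = 0.0012 from limma), and Peinf101Scf01267g00017 fell from 193 ± 16.4 to 41.4 ± 4.86 (log2 fold change -2.20, standard error 0.21, adjusted p = 0.0013 from limma). The table holds IDs without gene names, so these gene models are given by ID only. The plants of one age differed among themselves. Along the axis from the 2-month-old plants (0) to the mean of the other 4-month-old plants (1), plant 4m-2 lay at 0.52, 4m-1 at 0.75 and 4m-3 at 0.89. In plant 4m-1, 365 gene models with IDs beginning Peinf reached 20 or more normalized counts while each of the other 5 libraries had at most 5% of that level. P. axillaris gene models scaled by their own total counts and tested alone gave 657 higher and 329 lower, against 621 and 188 of them in the test of all gene models. P. inflata gene models alone, scaled in the same way, gave 286 and 115, against 426 and 108. Total-count scaling of all gene models together gave 543 and 253 for P. axillaris and 371 and 140 for P. inflata. The effect of separating the genomes is thus mixed with that of the scaling. Leaving out a library changed the counts by over 1.5 times, to 425 higher and 45 lower without 2m-2, 509 and 65 without 2m-3, 403 and 83 without 4m-1, and 530 and 155 without 4m-3, and the number lower became 151 without 2m-1 and 459 without 4m-2. The counts became 626 and 166 with a mean of 50 or more, the number lower became 193 with limma-voom and 610 with DESeq2, which was added after the data had been seen, and at an unadjusted p under 0.05 the 2654 higher and 1971 lower became 2147 and 2488 with total-count scaling.

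The authors mapped single-end reads to the merged genomes of the parental species P. axillaris and P. inflata and counted them per gene model with Cuffnorm. The deposited values are normalized counts, which are read counts multiplied by a factor of each library. Of 175124 low values, 99.997% were whole multiples of the value of 1 read within 0.01 of it, which gave the number of reads on gene models. These were 5641210, 5685273 and 5790030 in 2m-1, 2m-2 and 2m-3, and 5695589, 4720890 and 5551581 in 4m-1, 4m-2 and 4m-3, against the paper's totals of 13523523, 12840093, 13071619, 12934381, 10658169 and 12499446 reads in Table S1. Of the 75220 gene models, 35812 have IDs beginning Peaxi and 39408 have IDs beginning Peinf, which are read here as models of P. axillaris and P. inflata because those genomes were merged. Values were tested as log2(normalized count + 1) with limma over gene models with a mean of 10 or more, two-sided, with the Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of gene models with low counts.

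Table 1 names genes without IDs, so each of its 23 rows was matched by value. For every row exactly 1 of the 75220 gene models gave both the printed fold change, as a ratio of geometric means, and the printed P-value, from an equal-variance test on log values, within rounding. These definitions were found after the data were examined, as 1 of 45 pairs tried, and no other pair matched more than 1 row. Of 506 folds paired with the P-value of another row, 0 had a match. The fold change and the P-value of Table 1 hold for the matched gene models by construction, and their names are those of Table 1. The genes in Table 1 were selected by the study on these same libraries, so counts of them are not independent evidence of a direction.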

Transcriptome (RNA‐seq) analysis was carried out using total RNAs prepared from the leaves of 2‐ and 4‐month‐old plants. 

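All 4 gene models matched to the senescence rows of Table 1 were higher in 4-month-old plants. The largest rise was in 1-aminocyclopropane-1-carboxylate oxidase 1, the enzyme that forms ethylene, which went from 8.87, 4.96 and 3.88 normalized counts in the 2-month-old plants to 187, 142 and 211 in the 4-month-old plants (log2 fold change 4.76, standard error 0.33, adjusted p = 0.00045 from limma). Ethylene-responsive transcription factor 1B, which acts in ethylene signalling, rose from 3.56 ± 2.00 (SD, n = 3) to 23.4 ± 0.507 (SD, n = 3) normalized counts, by 2.51 on the log2 scale (standard error 0.50, adjusted p = 0.022 from limma). A gene model matched to a DCD (Development and Cell Death) domain protein rose by 2.01 on the log2 scale (standard error 0.34, adjusted p = 0.012 from limma). Senescence-associated gene 101 was at 61.1, 64.5 and 76.5 normalized counts at 2 months of age and at 135, 134 and 302 at 4 months of age, with plant 4m-3 the highest (log2 fold change 1.38, standard error 0.33, adjusted p = 0.046 from limma). All 4 also passed when adjusted over the list alone, a list the study chose on these libraries and so not independent evidence. The call for senescence-associated gene 101 ended in 11 of 19 alternatives, among them quantile normalization, limma-voom and leaving out any library other than 4m-2. That for transcription factor 1B ended with limma-voom or without 2m-3, 4m-2 or 4m-3, and that for the DCD domain protein without 2m-2, 2m-3 or 4m-1. Oxidase 4 has no row in Table 1 and was not analysed here.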

Some genes involved in ethylene biosynthesis (1‐aminocyclopropane‐1‐carboxylate oxidase 1 and 4) and signalling (ethylene‐responsive transcription factor 1B) and senescence (senescence‐associated gene 101) were upregulated in 4‐month‐old plants (Table 1). A plant hormone, ethylene, is involved in senescence (ageing). In addition, several genes involved in responses to abiotic stresses, such as oxidation, dehydration, heat, and wounding, were upregulated in 4‐month‐old plants (Table 1). These results indicate that 4‐month‐old plants indeed aged and were exposed to various abiotic stresses during long‐term cultivation. Furthermore, genes involved in responses against pathogen infections, such as a pathogenesis‐related thaumatin superfamily protein and disease resistance protein (TIR‐NBS‐LRR class), were upregulated, suggesting that aged plants responded against the activated PVCV by recognizing it as a pathogen. In contrast, genes encoding histones and a DNA methyltransferase were downregulated in aged plants, which was consistent with the decline of DNA methylation levels in the proviral PVCV loci in the same aged plants.

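Of 6 gene models matched to the abiotic stress rows of Table 1, 3 rose in 4-month-old plants, 2 did not pass the test and 1 had too few counts to be tested. The copper chaperone for superoxide dismutase, which delivers copper to an enzyme that removes superoxide, rose from 158 ± 51.4 (SD, n = 3) to 484 ± 88.6 (SD, n = 3) normalized counts (log2 fold change 1.65, standard error 0.29, adjusted p = 0.013 from limma). The homolog of DEHYDRATION-INDUCED 19 rose from 64.2 ± 3.02 to 230 ± 45.7 (log2 fold change 1.81, standard error 0.22, adjusted p = 0.0033 from limma). Temperature-induced lipocalin rose from 26.6 ± 12.4 to 161 ± 99.9, with a log2 fold change of 2.46 (standard error 0.47, adjusted p = 0.019 from limma). Glutathione S-transferase TAU 19 differed widely between the 4-month-old plants, at 8.29, 41.4 and 143 normalized counts in 4m-1, 4m-2 and 4m-3 against 1.97, 1.65 and 3.88 at 2 months of age, and had an adjusted p of 0.054 from limma. Its gene model lies on a scaffold whose median was lower in plant 4m-1 than in the other libraries, by a log2 difference of -0.86. Heat shock transcription factor A2, a regulator of the heat response, was at 10.4, 10.7 and 34.5 in the 4-month-old plants against 3.94, 2.48 and 3.88 at 2 months of age (adjusted p = 0.12 from limma). The wound-induced protein, at 2.08 ± 1.17 against 11.6 ± 3.25, had an adjusted p of 0.071 from limma without the filter on low counts. In all 6, each 4-month-old plant lay above each 2-month-old plant, and the 5 tested passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Transferase TAU 19 passed without 4m-1 and in 6 other alternatives, and heat shock factor A2 passed with DESeq2, while the copper chaperone lost its call without 2m-2 or 4m-1 and the lipocalin without 2m-1, 2m-2 or 4m-1. From the genes of senescence and abiotic stress together, the paper infers that the 4-month-old plants had aged and had met various abiotic stresses. Its discussion gives the exposure to stresses as a possibility only.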

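The 3 gene models matched to the disease resistance rows of Table 1 rose in 4-month-old plants. The pathogenesis-related thaumatin superfamily protein, of a family of antifungal defence proteins, was at 43.4, 28.1 and 37.8 normalized counts in the 2-month-old plants and at 634, 705 and 1615 in the 4-month-old plants (log2 fold change 4.61, standard error 0.36, adjusted p = 0.00062 from limma). The G-type lectin S-receptor-like kinase was at 20.7, 11.6 and 25.2 at 2 months of age and at 99.4, 131 and 377 at 4 months of age (log2 fold change 3.15, standard error 0.49, adjusted p = 0.0085 from limma). The TIR-NBS-LRR protein, of a class of intracellular immune receptors, rose from 4.13 ± 2.57 (SD, n = 3) to 30.1 ± 5.87 (SD, n = 3), by 2.72 on the log2 scale (standard error 0.50, adjusted p = 0.017 from limma). Each was highest in plant 4m-3, as were 633 of all 1047 gene models called higher. All 3 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The call for the TIR-NBS-LRR protein ended without 4m-1, without 4m-3 or with limma-voom.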

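Both histone rows and the DNA methyltransferase row of Table 1 had lower values in every 4-month-old plant than in any 2-month-old plant, but the histones had too few counts to be tested with the other genes and the methyltransferase did not pass the test. The gene model matched to histone H2B.10, a core histone, was at 14.8, 16.5 and 13.6 normalized counts in the 2-month-old plants and at 2.07, 2.37 and 0.985 in the 4-month-old plants, where the last value is a single read. Its mean lies under the minimum of 10, and without that filter it fell by 2.54 on the log2 scale (standard error 0.49, adjusted p = 0.021 from limma). Histone H2A 12, also under the minimum, was at 7.91 ± 1.74 (SD, n = 3) and 2.55 ± 1.37 (SD, n = 3), with an adjusted p of 0.24 from limma without the filter. DNA (cytosine-5)-methyltransferase 1, which maintains CG methylation after replication, was at 40.4, 72.8 and 66.8 normalized counts at 2 months of age and at 23.8, 34.3 and 22.7 at 4 months of age (log2 fold change -1.11, standard error 0.31, adjusted p = 0.075 from limma), and it passed the threshold only without 2m-1 among 18 alternatives. Lysine-specific histone demethylase 1 homolog 1, which removes methyl groups from histone H3, fell from 81.5 ± 26.7 to 22.1 ± 2.77 (log2 fold change -1.79, standard error 0.30, adjusted p = 0.011 from limma), a call that ended without 2m-2 or 4m-1. Adjusted over the list alone, both tested members of these 4 passed, and so did all 4 without the filter, which is not independent evidence because the study chose the list on these libraries.

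**Figure D2:**
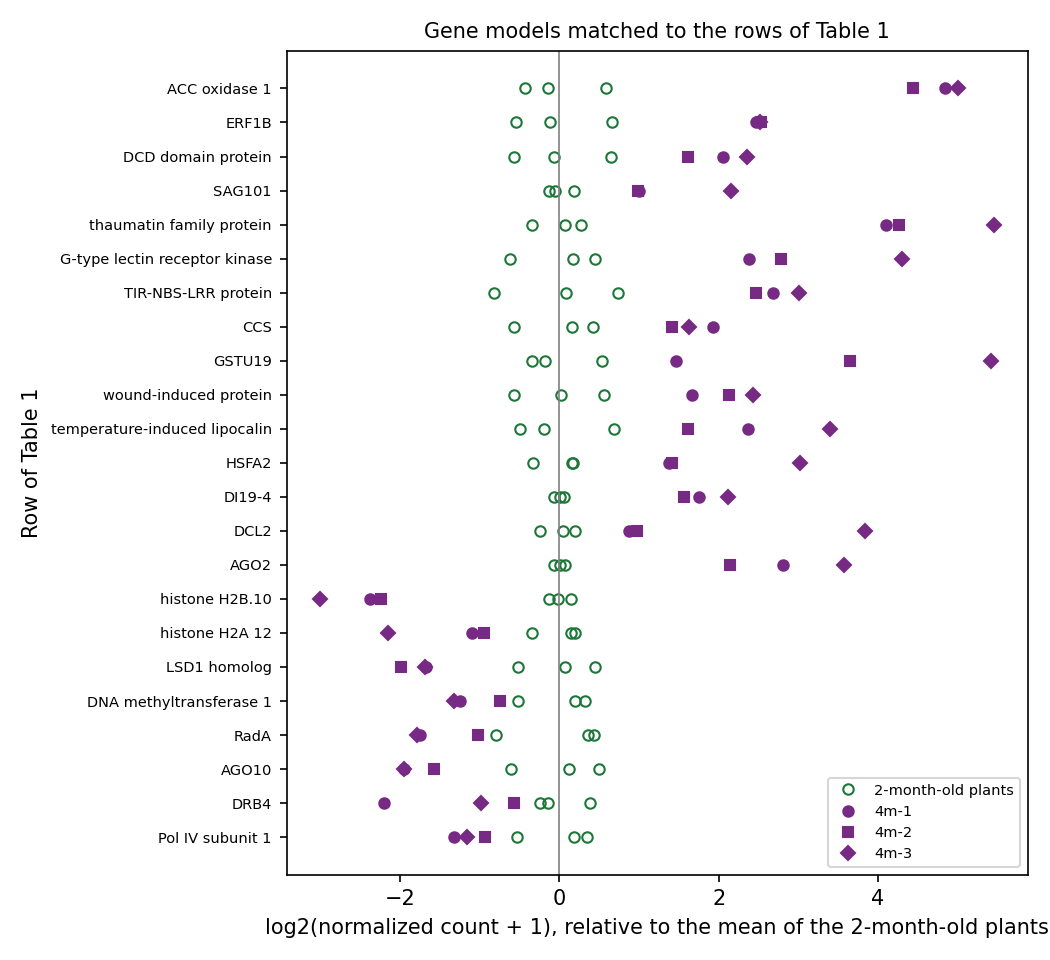
Normalized counts, as log2(value + 1) relative to the mean of the 2-month-old plants, of the gene models matched to the 23 rows of Table 1, with open circles for the 2-month-old plants and a filled symbol for each 4-month-old plant. In every row the filled symbols lie beyond all open circles, and plant 4m-3 is the highest library in 13 of the 15 rows listed as upregulated. It was also the highest for 633 of all 1047 gene models called higher.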

**Table 1:** Selected upregulated and downregulated genes during long‐term cultivation of petunia

Description	Fold change	*P*‐value	Category
Upregulated			
1‐Aminocyclopropane‐1‐carboxylate oxidase 1	32.045	2.18E‐04	Senescence
Ethylene‐responsive transcription factor 1B	7.271	3.40E‐03	Senescence
DCD (Development and Cell Death) domain protein	4.119	8.45E‐03	Senescence
Senescence‐associated gene 101	2.623	2.60E‐02	Senescence
Pathogenesis‐related thaumatin superfamily protein	25.009	5.63E‐04	Disease resistance
G‐type lectin S‐receptor‐like serine/threonine‐protein kinase	9.346	8.83E‐03	Disease resistance
Disease resistance protein (TIR‐NBS‐LRR class) family	8.406	7.48E‐03	Disease resistance
Copper chaperone for superoxide dismutase	3.159	7.66E‐03	Stress (oxidation)
Glutathione *S*‐transferase TAU 19	15.714	3.33E‐02	Stress (oxidation)
Wound‐induced protein	6.121	1.00E‐02	Stress (wounding)
Temperature‐induced lipocalin	5.685	1.71E‐02	Stress (heat)
Heat shock transcription factor A2	4.647	2.23E‐02	Stress (heat)
Protein DEHYDRATION‐INDUCED 19 homolog 4	3.546	3.89E‐04	Stress (dehydration)
Dicer‐like 2	3.842	1.22E‐01	RNA silencing
Argonaut family protein (AGO2)	7.339	2.30E‐03	RNA silencing
Downregulated			
Histone H2B.10	−8.822	1.45E‐03	Histone
Histone H2A 12	−3.508	4.31E‐02	Histone
Lysine‐specific histone demethylase 1 homolog 1	−3.564	3.97E‐03	Histone
DNA (cytosine‐5)‐methyltransferase 1	−2.198	2.51E‐02	DNA methylation
DNA repair and recombination protein RadA	−4.281	2.93E‐02	Stability of DNA
Argonaut family protein (AGO10)	−3.664	6.05E‐03	RNA silencing
Double‐stranded RNA‐binding protein 4	−2.517	8.02E‐02	RNA silencing
DNA‐directed RNA polymerase IV subunit 1	−2.399	1.70E‐02	RNA silencing

RNA‐seq analysis was carried out using total RNAs prepared from the leaves of 2‐ and 4‐month‐old plants. Upregulated and downregulated genes in 4‐month‐old plants are listed.

### Aged plants had blotched flowers

Blotched flowers appeared in 3‐ and 4‐month old plants, in which PVCV was activated (Figure 1). Pigmented blotches were found in the mid‐vein of the white region of petals, where anthocyanin biosynthesis is inhibited by post‐transcriptional *CHS‐A* gene silencing (Koseki *et al.*, 2005). We hypothesized that PVCV activation suppressed *CHS‐A* gene silencing, and then anthocyanin biosynthesis recovered in the white mid‐vein (PTGS) area of petals. The accumulation of PVCV transcripts and episomal DNAs was examined in pigmented (rose), white, and blotched regions of petals by qPCR and Southern blot analyses: both nucleic acids were detected only in the blotched region of petals (lane 4m B in Figure 4a,b) as well as leaves with a vein‐clearing symptom (lane 4m L in Figure 4a,b). In leaves with a vein‐clearing symptom in 4‐month‐old plants, episomal DNAs were detected in the mid‐vein region (lane 4m V in Figure S7) and to a lesser extent, in other regions (lane 4m O in Figure S7) as well.

**Figure 4:**
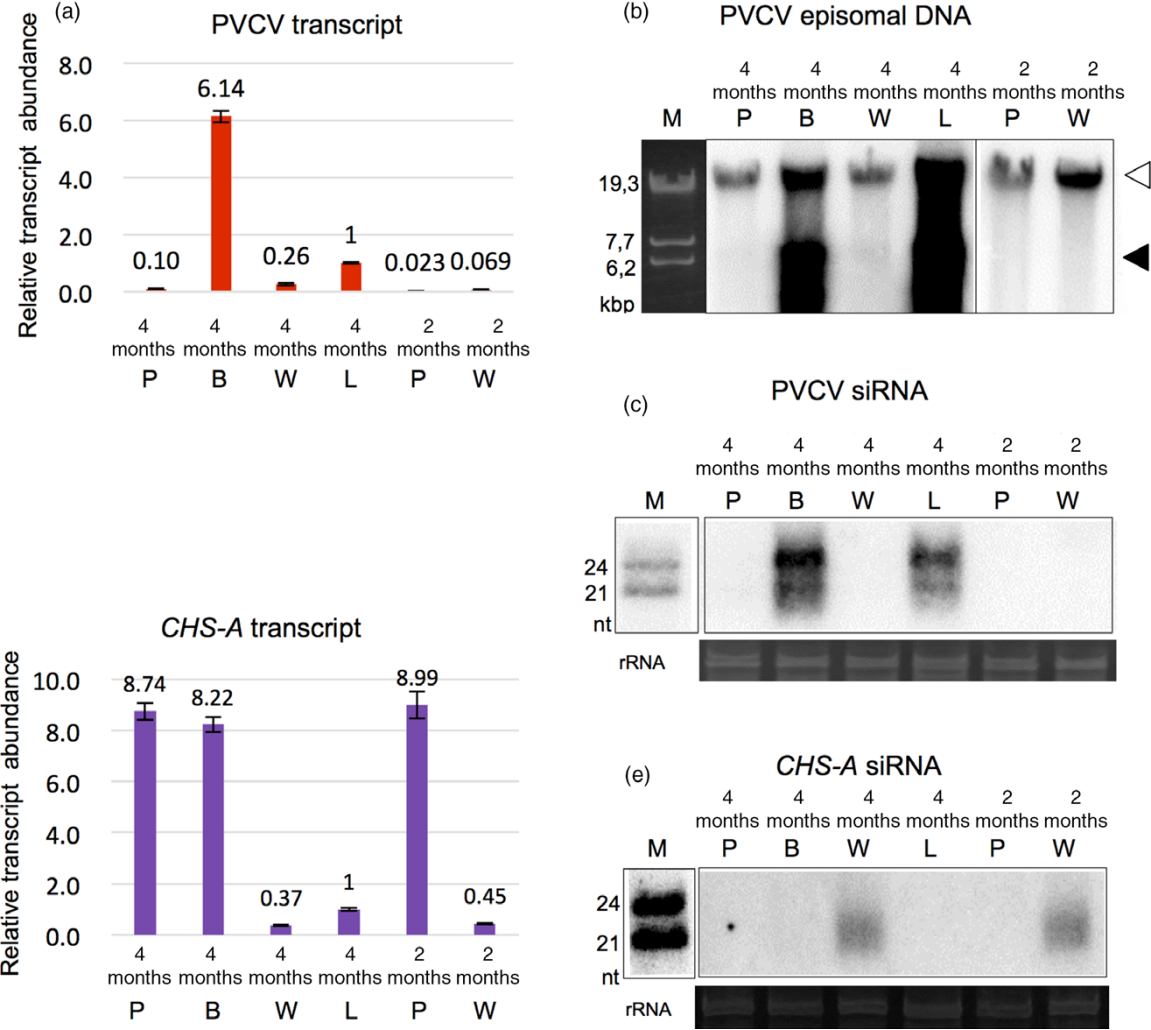
Activation of petunia vein clearing caulimovirus (PVCV) in the blotched region of petals. DNA and total RNAs were isolated from pigmented (4m P), white (4m W) and blotched (4m B) regions of petals and leaves with the vein‐clearing symptom (4m L) of 4‐month‐old plants, and pigmented (2m P) and white (2m W) regions of petals of 2‐month‐old plants. Relative abundance of PVCV transcripts (a) and *CHS‐A* transcripts (d) was determined by qPCR and normalized to the abundance of *Actin7* transcripts. Error bars indicate the standard errors of three biological replications. (b) Proviral (white arrowhead) and episomal (black arrowhead) PVCV DNAs were detected by Southern blot hybridization. PVCV (c) and *CHS‐A* (e) siRNAs were detected by northern blot hybridization. Ribosomal RNAs stained by ethidium bromide are shown as loading controls in (c) and (e). Molecular weight markers of linear dsDNAs (b) and ssRNAs (c and e) are indicated as lane M.

The accumulation of *CHS‐A* transcripts and siRNAs was examined by qPCR and northern blot analyses to determine whether silencing of the *CHS‐A* gene occurred. As reported previously (Koseki *et al.*, 2005; Kasai *et al.*, 2013), *CHS‐A* transcript barely accumulated in the white region (Figure 4d) where *CHS‐A* siRNAs were detected (Figure 4e), indicating that *CHS‐A* gene silencing occurred in the white regions of petals. In contrast, the transcript level of *CHS‐A* in the blotched region recovered to its level in the pigmented region (Figure 4d), where no *CHS‐A* siRNAs were detected (Figure 4e). These results suggest that PVCV activation suppressed PTGS to recover *CHS‐A* gene expression and anthocyanin biosynthesis in the mid‐vein of white areas in bicoloured petals.

To determine whether alteration of DNA methylation level in the proviral PVCV loci occurred in petals, the methylation state of the PVCV promoter region was examined in the pigmented, white, and blotched regions of petals of 2‐ and 3‐month‐old plants. Bisulfite sequencing results showed that CG and CHG sites of all PCR clones derived from the pigmented and white regions of petals of both 2‐ and 3‐month‐old plants were highly methylated (90–100%). However, their CHH sites were only slightly methylated (*c.* 10%) (Figure 5). These results were similar to those observed in the leaves of 1‐month‐old plants (Figure 3). In contrast, the blotched regions of petals of 3‐month‐old plants showed less CG and CHG methylation (*c.* 80%), and greater CHH methylation (*c.* 40%, Figure 5) than the pigmented and white regions. These results indicated that the methylation state of the PVCV promoter region in the blotched region of petals was similar to that in the leaves of 3‐ and 4‐month‐old plants (Figures 3 and S6). Therefore, in the blotched petals as well as symptomatic leaves in aged plants, the decrease in DNA methylation level at both CG and CHG sites in the promoter region of proviral PVCV loci was associated with the activation of PVCV. Furthermore, this activation induced *de novo* RdDM. This conclusion is strongly supported by the result in which both 21‐ and 24‐nt siRNAs derived from the promoter region of PVCV were detected in the blotched region of petals (Figure 4c) as well as on the leaves of 4‐month‐old plants (Figure 2c). Furthermore, these results suggested that the PVCV episomal DNAs detected in petals did not move from the leaf veins but emerged from proviruses in the mid‐vein cells of petals.

**Figure 5:**
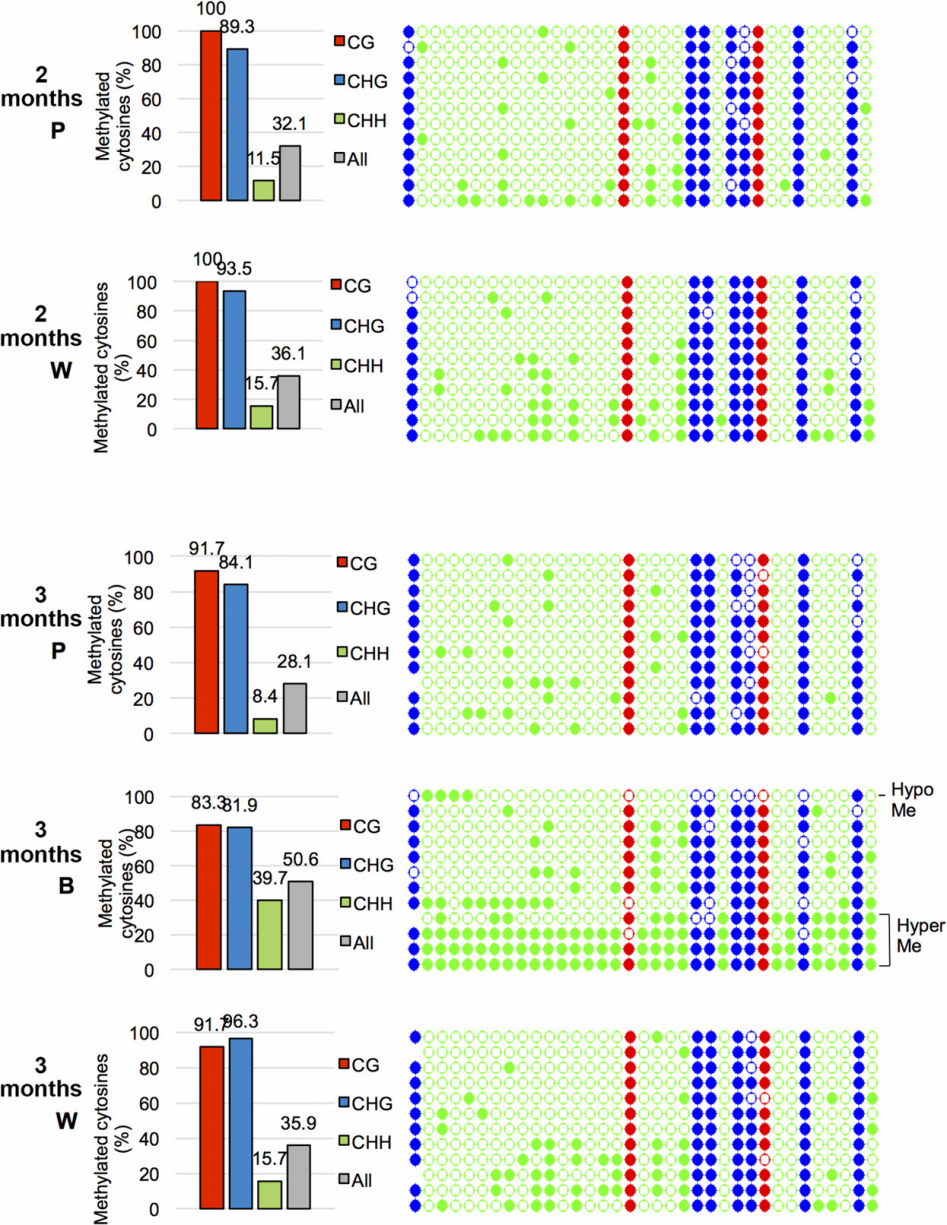
Methylation states of the promoter region of proviral petunia vein clearing caulimovirus (PVCV) in petals. Genomic DNAs were prepared from pigmented (2m P) and white (2m W) regions of petals of 2‐month‐old plants and pigmented (3m P), white (3m W), and blotched (3m B) regions of petals of 3‐month‐old plants, and treated using a bisulfite reagent. The promoter region of proviral PVCV was amplified by PCR with provirus‐specific primers (Table S3) and sequenced. The ratios of methylated cytosines in CG (red), CHG (blue), and CHH (green) sites were calculated from sequencing data of more than 10 PCR clones. Detailed presentation of methylated cytosines that are indicated as coloured circles. Filled colour circles, red (CG), blue (CHG), and green (CHH), indicate methylated cytosines, and open circles indicate unmethylated cytosines.

In cultivars Carnival Red‐Star, Carpet Blue‐Star, and Baccarat Rose‐Picotee, blotched flowers also appeared when plants aged (Figure S8). ‘Picotee’ displays bicoloured flowers with red centres and white margins, which reflect a spatial pattern of anthocyanin biosynthesis distinct from that of star‐type cultivars (Figure S8). Different bicoloured flowers in different cultivars are generated through PTGS of the same duplicated *CHS‐A* genes (Morita *et al.*, 2012). Therefore, the blotched flowers of ‘Picotee’ were also likely to have been induced by the activation of PVCV.

### Detection of suppressor activity of RNA silencing in PVCV

PVCV belongs to the *Caulimoviridae* family, and its dsDNA genome encodes a single long ORF (Geering and Hull, 2012), which encodes a polyprotein homologous to proteins encoded by CaMV, a type species of the *Caulimoviridae* family (Figure 6a)*.* Most plant viruses such as potyviruses and CMV encode VSRs that suppress host RNA silencing, and CaMV also encodes the P6 protein that functions as a VSR (Figure 6a). Thus we expected that PVCV encoded a VSR. The single long ORF sequence encoded by PVCV and its 1115‐nt long 3′‐fragment were cloned into a plasmid vector, and VSR activity was examined by agroinfiltration assays in the leaves of *Nicotiana benthamiana* harbouring over‐expressed green fluorescent protein (GFP)*.* The fluorescence intensities and transcript levels of GFP in agroinfiltrated regions of *N. benthamiana* leaves indicated that the entire ORF of PVCV had VSR activity (Figure 6b,c). Values were comparable with those of CMV’s 2b and potyviral Hc‐Pro proteins that are typical strong VSRs (Figure 6). Conversely, the C‐terminal fragment alone did not exhibit VSR activity (Figure 6), indicating that the protein encoded by this fragment is not sufficient for VSR activity.

**Figure 6:**
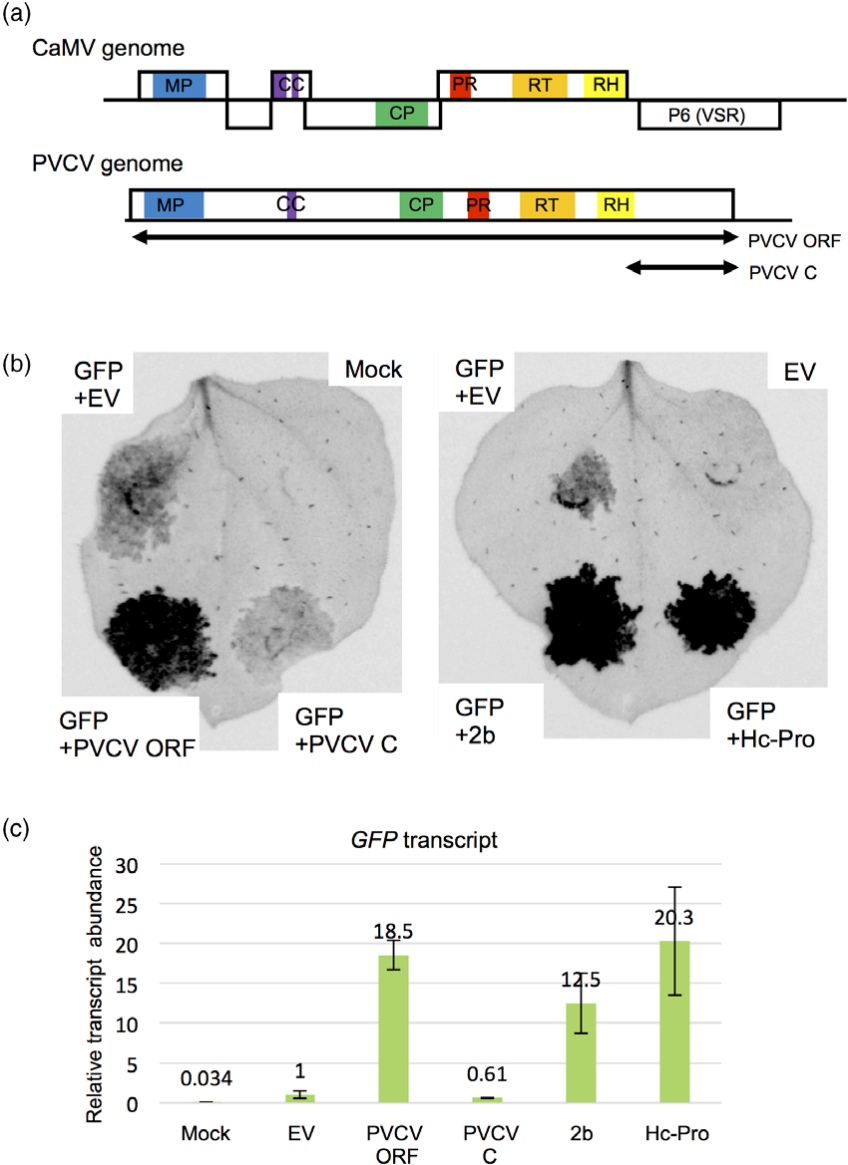
Detection of suppressor activity for RNA silencing from petunia vein clearing caulimovirus (PVCV). (a) Comparison of genomic structures between cauliflower mosaic virus (CaMV) and PVCV. CaMV is a type species in the genus *Caulimovirus* in the family *Caulimoviridae*, and PVCV is a member of the genus *Petuvirus* in this family (Geering and Hull, 2012)*.* The P6 protein encoded by CaMV functions as a viral suppressors of RNA silencing (VSR). Blue, viral movement protein (MP) domain; purple, coiled‐coil (CC) motif; green, coat protein (CP); red, retropepsin (pepsin‐like aspartic protease) (PR) domain; orange, reverse transcriptase (RT) domain; yellow, RNase H1 (RH) domain. Arrows indicate regions analyzed by the agroinfiltration method. (b) Photographs of leaves of *N. benthamiana* 16c plant over‐expressing GFP at 7 days post‐infiltration. Leaves were co‐infiltrated with *Agrobacterium* expressing GFP and PVCV open reading frame (ORF), GFP, and the C‐terminal region of PVCV ORF (PVCV C), GFP, and CMV 2b (positive control), GFP and potyvirus Hc‐Pro (positive control), and GFP and empty vector (EV, negative control). Green fluorescence is shown as black. (c) Relative abundance of *GFP* transcripts in agroinfiltrated regions of *N. benthamiana* leaves was determined by qPCR and normalized to the abundance of *Actin2* transcripts. Error bars indicate the standard errors of three biological replications.

## DISCUSSION

In this study, we showed that a decrease in DNA methylation level at both CG and CHG sites in the promoter region of proviral PVCV loci during the long‐term cultivation of host petunia plants is associated with the activation of endogenous pararetrovirus PVCV that encodes a VSR. Consequently, this activation disturbed the floral colour pattern in star‐type petunia cultivars*,* which have bicoloured flowers caused by naturally occurring PTGS (Figure 7). This suggests that maintenance of a high level of CG and/or CHG methylation in the promoter region of proviral PVCV is critical to prevent PVCV activation. The star‐type petunia, together with PVCV, constitute a unique pathosystem that allows visualization of the activation process of an endogenous pararetrovirus (pathogen) by petal colours. Moreover, this pathosystem also allows visualization of the tug‐of‐war between a plant host (RNA silencing) and a pathogen (endogenous pararetrovirus).

**Figure 7:**
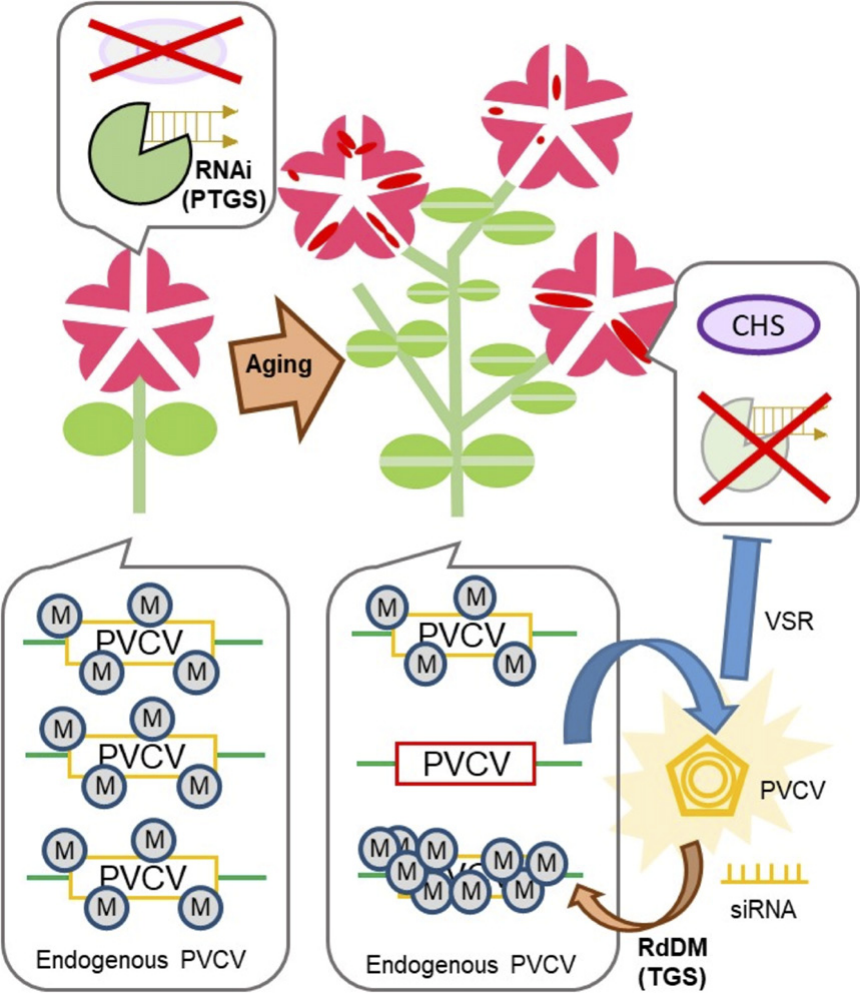
Graphical abstract. PVCV was activated by a decrease in DNA methylation during the long‐term cultivation of host plants, and *CHS* gene silencing was suppressed by a viral suppressors of RNA silencing (VSR) of activated PVCV. In host petunia plants, anthocyanin biosynthesis was restored in the white mid‐vein region of petals, and consequently, blotched flowers appeared. In parallel, *de novo* RdDM was induced, thereby suppressing activated PVCV. M indicates DNA methylation.

In petals, as shown in Figure 4, PVCV was activated only in the blotched region where its transcripts, episomal DNAs, and siRNAs were detected. These results are consistent with the results shown in Figure 5, and indicated that the alteration of methylation state in the PVCV promoter region was detected only in the blotched region. In leaves, because it was difficult to distinguish (isolate) the region (cells) with activated PVCV from other region (cells) with inactivated PVCV, we could not determine whether PVCV was activated only in the mid‐vein regions of leaves or in entire leaves. In petals, in contrast, it was easy to distinguish (isolate) the region (cells) where PVCV was activated, because the blotch was a visible mark where PVCV was activated. We do not know why the PVCV‐activated region (tissue) was more expanded in leaves than in petals. The mechanism for tissue‐ or developmental‐specific activation of PVCV remains unknown.

In animals such as *Caenorhabditis elegans*, *Drosophila melanogaster*, and mammals, there is a connection between activation of transposons and ageing (Wood and Helfand, 2013; Orr, 2016; Wood *et al.*, 2016). In young animals, transposons are completely repressed both transcriptionally and post‐transcriptionally by RNA silencing pathways. As animals age, these genetic surveillance mechanisms break down and become less effective, leading to the loss of heterochromatin structure, and transposon mobilization (activation) (Wood and Helfand, 2013; Orr, 2016). Our observation that an endogenous pararetrovirus, PVCV, is activated as plants age may be a phenomenon similar to the age‐dependent activation of transposons in animals (Wood and Helfand, 2013; Orr, 2016).

DNA methylation and demethylation are involved in epigenetic regulation of gene expression. DNA demethylation is induced by environmental stresses in maize and tobacco and by ageing in *Acacia mangium* (Steward *et al.*, 2002; Baurens *et al.*, 2004; Wada *et al.*, 2004). In this study, as petunia plants were grown in a controlled growth room, they were thought to be grown with few stresses in comparison with field‐grown plants, suggesting that the alteration of DNA methylation level, PVCV activation, and occurrence of blotched flowers, were induced primarily by ageing. However, the results of transcriptome analysis showed that genes involved in senescence and ageing, as well as responses to abiotic stresses, such as heat, drought, and wounding, were upregulated in 4‐month‐old plants, suggesting that aged plants might be exposed to various abiotic stresses during long‐term cultivation. Therefore, PVCV might be activated by the accumulation of various abiotic stresses during long‐term cultivation.

Both hyper‐ and hypomethylated promoter sequences of proviral PVCVs (Figures 3, 5 and S6), as well as 24‐nt siRNAs derived from them (Figures 2c and 4c), were detected in leaves and petals of 3‐ and 4‐month‐old plants. These results indicated that the host plants activated RNA silencing, including 24‐nt siRNA production and *de novo* RdDM to counter the age‐induced PVCV activation. The 24‐nt siRNA production and *de novo* RdDM are crucial processes for suppressing activated transposons in *A. thaliana* (Mirouze *et al.*, 2009; Marí‐Ordóñez *et al.*, 2013). It is reasonable to assume that an endogenous virus in petunia, which is similar to a retrotransposon, is also re‐silenced by the host RdDM machinery. Concurrently, transcriptome analysis indicated that some genes involved in defence responses against pathogen infections were upregulated in aged plants (Table 1), suggesting that aged plants recognized activated PVCV as a pathogen and likely responded to suppress it by the R‐gene‐mediated resistant mechanism as well as RNA silencing via RdDM.

The methylation state of the promoter region of PVCV in 1‐month‐old plants may be unique relative to transposons because both CG and CHG sites were highly methylated but CHH sites were only slightly methylated (Figure 3). This result suggests that *de novo* methylation via 24‐nt siRNAs (RdDM) barely occurred in the promoter region of proviral PVCV in 1‐month‐old plants. This inference is consistent with the result in which no small RNAs derived from the promoter region of PVCV were detected in 1‐month‐old plants (Figure 2c). In the transposon‐like insertion of the *CHS‐A1* promoter, in contrast, both CG and CHG sites were highly methylated, and CHH sites were also considerably methylated. This result is consistent with previous reports indicating that RdDM occurs on almost all transposon sequences (Castel and Martienssen, 2013; Matzke and Mosher, 2014). As RdDM at CHH sites is likely to be critical to prevent the activation of parasitic nucleic acids such as transposons and endogenous viruses, the results of the present study (Figures 3 and 5) suggest that proviral PVCV sequences that are unmethylated at CHH sites tend to be activated more frequently than transposons that are methylated at all cytosines.

In Figure 6, we show that PVCV encodes a VSR that has suppressor activity comparable with authentic VSRs such as CMV 2b and potyviral Hc‐Pro. This is the first report showing that an endogenous pararetrovirus encodes a VSR. Surely, novel VSRs will be found from other endogenous pararetroviruses in the near future. Although we expected that a putative VSR was encoded in the 3′‐region of the PVCV ORF based on genome organization of a homologous CaMV (Figure 6a), VSR activity was not detected from the 3′‐fragment of the ORF, suggesting that either a VSR is not encoded by the 3′‐region of this ORF, or the exact processing of a single polyprotein by a proteinase encoded by another region is essential for producing a functional VSR.

Endogenous pararetrovirus sequences are the most commonly found virus sequences and constitute some fractions of repetitive sequences in the genomes of a wide range of angiosperms (Chabannes and Iskra‐Caruana, 2013; Becher *et al.*, 2014). Most of these sequences no longer propagate in the host, but novel endogenous pararetroviruses may be activated to propagate as host plants age, similar to what PVCV does. However, whereas the activation of PVCV is easily detectable due to the appearance of blotches in bicoloured flowers of petunia, the detection of activated pararetroviruses may be difficult if symptoms of host plants are not so prominent.

It is well known in mammals, including humans, that endogenous retrovirus and non‐retroviral virus sequences are beneficial to the host, such as providing virus resistance (Jern and Coffin, 2008; Horie *et al.*, 2010; Stoye, 2012). Similarly, endogenous pararetrovirus sequences can also contribute virus resistance to the host plant through TGS (RdDM) and PTGS (RNAi) mechanisms (Mette *et al.*, 2002; Noreen *et al.*, 2007; Bertsch *et al.*, 2009; Chabannes and Iskra‐Caruana, 2013). Consequently, these endogenous pararetrovirus sequences are likely to be retained by positive‐selection pressure. Furthermore, in the combination between star‐type petunia cultivars and PVCV, the maintenance of PVCV on the host and its activation during the host’s ageing are probably of specific biological significance. The blotched flowers produced by PVCV activation are likely to be more resistant to herbivores than flowers without blotched regions due to the antiherbivore function of the pigment anthocyanin (Johnson *et al.*, 2008).

## Experimental procedures

### Plant materials and growth conditions

Petunia (*P. hybrida*) and *N. benthamiana* plants were grown in pots in a controlled‐environment room under the following conditions: 40–50 μmol m^−2^ sec^−1^, 16 h light and 8 h dark, 24°C. Seeds of *N. benthamiana* line 16c were kindly provided by David Baulcombe, the Sainsbury Laboratory, Norwich, UK. Commercially available seeds of petunia, Rondo Rose‐Star, Carnival Red‐Star, Carpet Blue‐Star, and Baccarat Rose‐Picotee were purchased from seed companies (TAKII and SAKATA SEED, Japan).

### Total RNA extraction

Total RNA was extracted from young leaves or petals of 1‐ to 4‐month‐old petunia plants using TRIzol reagent following the manufacturer’s protocol (Thermo Fisher Scientific, Waltham, MA, USA).

### Quantitative real‐time PCR (qPCR)

cDNAs were produced from total RNAs by a PrimeScript RT reagent kit with gDNA Eraser (TaKaRa, Shiga, Japan), and quantitative real‐time PCR (qPCR) was performed by a Thermal Cycler Dice Real‐Time System with a SYBR Premix Ex Taq II kit (TaKaRa, Japan). Primers for qPCR were designed using the Primer3Plus program (http://www.bioinformatics.nl/cgi‐bin/primer3plus/primer3plus.cgi/) with Sol Genomics Network (https://solgenomics.net/). Primers are listed in Table S3.

### Detection of small RNAs (sRNAs)

Approximately 5 μg of total RNA was electrophoresed in 18% denaturing polyacrylamide gels containing 1× TBE buffer [89 mm Tris (pH 8.3), 89 mm boric acid, 2 mm EDTA] and 7 m urea, and blotted onto a nylon membrane (Zeta‐Probe, Bio‐Rad, Hercules, CA, USA) by electroblotting (1.0 mA/1.0 cm^2^ membrane for 1 h at 4°C). DNA fragments of PVCV and the *CHS‐A* gene as probes were amplified by PCR, and then probes for siRNA detection were made using the BcaBEST Labeling Kit (TaKaRa) with [α‐^32^P]dCTP. PCR primers are listed in Table S3. Hybridization was carried out in Perfect Hyb Plus hybridization buffer (Sigma‐Aldrich, St. Louis, MO, USA) containing ^32^P‐labelled DNA probe at 50°C for 6 h. Membranes were washed four times in 2× SSC (1× SSC, 0.15 m NaCl, 15 mm sodium citrate) with 0.5% SDS at 50°C for 1 h, and then analyzed by a Typhoon FLA 7000 image analyzer (GE Healthcare, Chicago, IL, USA) (Fukuhara *et al*, 2011).

### McrBC digestion and Southern hybridization

Total genomic DNAs were isolated from petunia leaves or petals following the protocol described by Liu *et al.* (1995). Approximately 4 μg of purified DNA was digested with the restriction endonuclease McrBC (0.3 U/20 μl of the reaction mixture) at 37°C for 20 h, separated by agarose gel electrophoresis, then stained with ethidium bromide. For Southern hybridization, DNA fragments were transferred to a nylon membrane (Zeta‐Probe, Bio‐Rad) by the capillary transfer method. Southern hybridization to detect proviral and episomal PVCV sequences was carried out by the same protocol as siRNA detection except for hybridization and a wash temperature of 65°C.

### Bisulfite sequencing for DNA methylation analysis

High‐molecular‐weight genomic DNAs were isolated from total DNAs extracted from petunia leaves or petals by low‐melting point agarose gel electrophoresis. Bisulfite conversion of purified high‐molecular‐weight DNA of 200 ng was performed using the Epitect Bisulfite kit (Qiagen Inc., Hilden, Germany) according to the manufacturer's instructions. The sense strands of bisulfite‐modified DNA of the PVCV promoter region were amplified by PCR using KOD‐Multi & Epi (Toyobo, Japan) according to the manufacturer’s instructions. PCR primers are listed in Table S3. The amplified PCR products were cloned into the pUC118 *Hin*cII/BAP vector using DNA Ligation Kit Ver.2.1 (TaKaRa) according to the manufacturer's instructions. The ligation products were transformed into *Escherichia coli* strain DH5α, and the plasmids containing PCR fragments were purified from a single transformed *E. coli* colony. Sanger sequencing of cloned plasmids was performed using Applied Biosystems 3130x1 Genetic Analyzers with ABI PRISM^®^ BigDye^®^ Terminator v3.1 Cycle Sequencing Kits and Sequencing Analysis Software Version 5.2 (Applied Biosystems, Waltham, MA, USA). Finally, the distributions and ratios of methylated cytosine residues were analyzed using Kismeth software (Gruntman *et al.*, 2008). The same experiment using purified plasmids containing the PVCV promoter region was performed to calculate bisulfite conversion efficiency, and it was 98.75%.

### ***Agrobacterium*** **‐mediated transient expression assay (agroinfiltration)**

DNA fragments of the full‐length and C‐terminal region of the PVCV ORF were amplified from petunia genomic DNA by PCR with PrimeSTAR^®^ Max DNA Polymerase (TaKaRa), and then cloned between the CaMV 35S promoter and the NOS terminator of the binary vector pRI201‐AN (Takara) using the In‐Fusion^®^ HD Cloning kit (TaKaRa). PCR primers are listed in Table S3. The construction of pRI201‐AN containing authentic VSRs, potyviral Hc‐Pro, and CMV 2b, and a binary vector expressing the *GFP* gene (pGA482) were described previously (Takahashi *et al.*, 2012). Binary plasmids were introduced into *Rhizobium radiobacter* (*Agrobacterium tumefaciens*) LBA4404 (TaKaRa) by the electroporation method with MicroPulser™ (Bio‐Rad). RNA silencing‐suppressor activities of proteins encoded by PVCV were investigated in GFP‐expressing *N. benthamiana* line 16c by an *Agrobacterium*‐mediated transient expression assay (agroinfiltration) (Yaegashi *et al.*, 2007). Green fluorescence in leaves of *N. benthamiana* line 16c was measured using the imaging analyzer LAS‐3000 (FUJIFILM, Tokyo, Japan).

### Transcriptome analysis

A library preparation for RNA‐sequencing (RNA‐seq) was performed using the TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Whole transcriptome sequencing was applied to the RNA samples with the use of an Illumina HiSeq 2500 platform in a 75‐base single‐end mode. Illumina Casava version 1.8.2 software was used for base calling. Sequenced reads were mapped to the petunia genome using TopHat version 2.0.13 in combination with Bowtie2 version 2.2.3 and SAMtools version 0.1.19. The number of fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cuffnorm version 2.2.1 (Trapnell *et al.*, 2012). As the genome of *P. hybrida* is an amphidiploid of *Petunia axillaris* and *Petunia inflata*, genome data were prepared to merge these genome datasets (*P. axillaris*, v.1.0.1; *P. inflata*, v.1.6.2; Sol Genomic Network https://solgenomics.net/).

Sequenced reads resulting from transcriptome analysis were mapped against the PVCV genome (episomal DNA sequence, U95208.2) using Bowtie2 version 2.3.3.1 (Langmead and Salzberg, 2012). After converting them into .bam files, the status of mapped reads was visualized using an Integrative Genomics Viewer (Robinson *et al.*, 2011). The aligned reads were validated and counted, and to determine whether these were derived from episomal or proviral DNA referring single nucleotide polymorphisms (SNPs), and they were assessed by bisulfite sequencing.

## ACCESSION NUMBER

The datasets generated in the current study are available in GSE145373. NCBI GEO (http://www.ncbi.nlm.nih.gov/geo/).

## AUTHOR CONTRIBUTIONS

KK, HM, HK, HT, and TF designed the research. KK performed northern and Southern hybridization, qPCR, bisulfite sequencing and agroinfiltration. MT performed transcriptome analysis. KK, MT, AK, and TF wrote the paper. All authors read and approved the final manuscript.

## CONFLICT OF INTEREST

The authors declare no conflict of interests.

### OPEN RESEARCH BADGES

This article has earned an Open Data Badge for making publicly available the digitally shareable data necessary to reproduce the reported results.

This article has earned an Open Materials Badge for making publicly available the components of the research methodology needed to reproduce the reported procedure and analysis.

## Supporting information

**Figure S1.** Difference in nucleotide sequences between proviral and episomal PVCVs.
**Figure S2.** Ratios of proviral and episomal PVCV transcripts (reads) in RNA‐seq datasets prepared from three independent 4‐month‐old plants of petunia cv Rondo Rose‐Star.
**Figure S3.** Methylation states of the promoter region of PVCV analyzed using the bisulfite sequencing method.
**Figure S4.** Methylation states of the promoter region of the *CHS‐A2* gene analyzed using the bisulfite sequencing method.
**Figure S5.** Methylation states of the promoter region of the *CHS‐A1* gene analyzed using the bisulfite sequencing method.
**Figure S6.** Methylation states of the promoter region of proviral PVCV analyzed using the bisulfite sequencing method.
**Figure S7.** Detection of episomal PVCV DNA in leaves.
**Figure S8.** Occurrence of blotched flowers as the host plant ages.

**Table S1.** Ratios of PVCV reads per total reads in RNA‐seq datasets.
**Table S2.** Ratios of proviral and episomal PVCV sequences in RNA‐seq datasets prepared from three independent 4‐month‐old plants of petunia cv Rondo Rose‐Star.
**Table S3.** Sequences of oligo DNAs.

# Supplementary material for: Disturbance of floral colour pattern by activation of an endogenous pararetrovirus, petunia vein clearing virus, in aged petunia plants
**Source:** Plant J. 2020 Apr 3;103(2):497–511. doi: 10.1111/tpj.14728
**Supplement:** Supplementary file 2 — Table S1. Ratios of PVCV reads per total reads in RNA‐seq datasets. Table S2. Ratios of proviral and episomal PVCV sequences in RNA‐seq datasets prepared from three independent 4‐month‐old plants of petunia cv Rondo Rose‐Star. Table S3. Sequences of oligo DNAs.

Table S1. The ratios of PVCV reads per total reads in RNA-seq datasets

|  | 2-month-old plants | | | 4-month-old plants | | |
| --- | --- | --- | --- | --- | --- | --- |
| plant | PVCV | total | ratio | PVCV | total | ratio |
| No. 1 | 2355 | 13523523 | 1.74E-04 | 43567 | 12934381 | 0.00337 |
| No. 2 | 26 | 12840093 | 2.02E-06 | 21398 | 10658169 | 0.00201 |
| No. 3 | 904 | 13071619 | 6.92E-05 | 171731 | 12499446 | 0.0137 |

The ratios of PVCV reads per total reads in six RNA-seq datasets that were obtained from total RNAs purified from three 2-month-old and three 4-month-old plants of petunia cv. Rondo Rose-Star.

Table S2. The ratios of proviral and episomal PVCV sequences in RNA-seq datasets prepared from three independent 4-month-old plants of petunia cv. Rondo Rose-Star

| 4m-1 | **Nucleotides** | | **Number of reads** | | | **Ratio** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Provirus | Episomal | Pro-reads | Epi-reads | other-  reads | Provirus | Episomal | other |
| 1 | T | A | 245 | 358 | 1 | 0.41 | 0.59 | 0.00 |
| 2 | C | T | 156 | 71 | 0 | 0.69 | 0.31 | 0.00 |
| 3 | C | T | 180 | 71 | 0 | 0.72 | 0.28 | 0.00 |
| 4 | A | G | 137 | 108 | 1 | 0.56 | 0.44 | 0.00 |
|  | G | A | 147 | 74 | 0 | 0.67 | 0.33 | 0.00 |
|  | G | T | 125 | 62 | 3 | 0.66 | 0.33 | 0.02 |
| 5 | - | C | 16 | 4 | 1 | 0.76 | 0.19 | 0.05 |
|  | - | T | 16 | 4 | 1 | 0.76 | 0.19 | 0.05 |
| 6 | G | A | 31 | 10 | 0 | 0.76 | 0.24 | 0.00 |
| 7 | A | G | 12 | 18 | 0 | 0.40 | 0.60 | 0.00 |
| 8 | - | A | 15 | 21 | 0 | 0.42 | 0.58 | 0.00 |
| 9 | G | T | 18 | 44 | 0 | 0.29 | 0.71 | 0.00 |
| average |  |  |  |  |  | 0.59 | 0.40 | 0.01 |

| 4m-2 | **Nucleotides** | | **Number of reads** | | | **Ratio** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Provirus | Episomal | Pro-reads | Epi-reads | other-  reads | Provirus | Episomal | other |
| 1 | T | A | 540 | 15 | 1 | 0.97 | 0.03 | 0.00 |
| 2 | C | T | 380 | 5 | 0 | 0.99 | 0.01 | 0.00 |
| 3 | C | T | 396 | 4 | 0 | 0.99 | 0.01 | 0.00 |
| 4 | A | G | 377 | 10 | 3 | 0.97 | 0.03 | 0.01 |
|  | G | A | 369 | 11 | 1 | 0.97 | 0.03 | 0.00 |
|  | G | T | 253 | 2 | 5 | 0.97 | 0.01 | 0.02 |
| 5 | - | C | 36 | 2 | 1 | 0.92 | 0.05 | 0.03 |
|  | - | T | 36 | 2 | 1 | 0.92 | 0.05 | 0.03 |
| 6 | G | A | 89 | 1 | 0 | 0.99 | 0.01 | 0.00 |
| 7 | A | G | 29 | 1 | 0 | 0.97 | 0.03 | 0.00 |
| 8 | - | A | 34 | 1 | 1 | 0.94 | 0.03 | 0.03 |
| 9 | G | T | 29 | 3 | 0 | 0.91 | 0.09 | 0.00 |
| average |  |  |  |  |  | 0.96 | 0.03 | 0.01 |

| 4m-3 | **Nucleotides** | | **Number of reads** | | | **Ratio** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Provirus | Episomal | Pro-reads | Epi-reads | other-  reads | Provirus | Episomal | other |
| 1 | T | A | 2351 | 6960 | 1 | 0.25 | 0.75 | 0.00 |
| 2 | C | T | 1267 | 1610 | 5 | 0.44 | 0.56 | 0.00 |
| 3 | C | T | 1543 | 1602 | 4 | 0.49 | 0.51 | 0.00 |
| 4 | A | G | 831 | 2155 | 16 | 0.28 | 0.72 | 0.01 |
|  | G | A | 922 | 1564 | 8 | 0.37 | 0.63 | 0.00 |
|  | G | T | 1116 | 1097 | 58 | 0.49 | 0.48 | 0.03 |
| 5 | - | C | 188 | 487 | 39 | 0.26 | 0.68 | 0.05 |
|  | - | T | 188 | 483 | 41 | 0.26 | 0.68 | 0.06 |
| 6 | G | A | 571 | 1107 | 5 | 0.34 | 0.66 | 0.00 |
| 7 | A | G | 239 | 1385 | 8 | 0.15 | 0.85 | 0.00 |
| 8 | - | A | 231 | 1295 | 12 | 0.15 | 0.84 | 0.01 |
| 9 | G | T | 247 | 1750 | 2 | 0.12 | 0.88 | 0.00 |
| average |  |  |  |  |  | 0.30 | 0.69 | 0.01 |

The ratios were calculated from number of reads on nine distinguishable sites between proviral and episomal sequences, which are shown in Figure S1, in RNA-seq datasets.

Table S3. Sequences of oligo DNAs

| Oligonucleotide | Sequence (5′-3′) |
| --- | --- |
| **qPCR** | |
| 26S rRNA F | AGCTCGTTTGATTCTGATTTCCAG |
| 26S rRNA R | GATAGGAAGAGCCGACATCGAAGG |
| Actin7 F | GACATTCAGCCCCTTGTTTG |
| Actin7 R | CGACCAACGATACTGGGAAA |
| PVCV F | CCCATTGCCTAAAATCCACA |
| PVCV R | CGTTCCAAAGTGCCTGAAAT |
| CHS-A F | TTCAGCAGCCCAAACTCTTC |
| CHS-A R | CAATCAGAAATGCCCAAAGG |
| Actin2 (*N. benthamiana*) F | CTTGAAACAGCAAAGACCAGC |
| Actin2 (*N. benthamiana*) R | GGAATCTCTCAGCACCAATGG |
| GFP F | AACTTCAAGATCCGCCACAA |
| GFP R | CTCGTCCATGCCGTGAGT |
| **Southern / Northern hybridization** | |
| PVCV ORF F | GTATCAGAGCCATCCATTTTGTTGA |
| PVCV ORF R | CATGCTTTAGACACATAGGACCACTACT |
| PVCV promoter F | AGTTTGTCTAGTCTACTTCTGTCT |
| PVCV promoter R | AGATTGAACCTATAAGAGAATTCTGA |
| CHS-A F | GTGGTTGAAGTGCCCAAAC |
| CHS-A R | GCCCAAATCCAAAAAGAACA |
| **Cloning of PVCV sequence** | |
| PVCV promoter F | AGTTTGTCTAGTCTACTTCTGTCT |
| PVCV promoter R | AGATTGAACCTATAAGAGAATTCTGA |
| **Bisulfite sequencing** | |
| Positive control cloning F | TGTGCCTGCATTGAGAGTG |
| Positive control cloning R | CACCCAAGGTTCTTATGTTTCA |
| Provirus selective PVCV F | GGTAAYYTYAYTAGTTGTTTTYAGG |
| Provirus selective PVCV R | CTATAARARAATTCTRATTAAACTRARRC |
| Non selective PVCV F | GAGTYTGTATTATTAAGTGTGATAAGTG |
| Non selective PVCV R | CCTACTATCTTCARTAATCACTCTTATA |
| CHS-A promoter F | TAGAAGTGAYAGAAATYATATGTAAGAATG |
| CHS-A promoter R | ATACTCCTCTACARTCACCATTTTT |
| Sequencing primer (U-19) | GTTTTCCCAGTCACGACGT |
| **Cloning for agroinfiltration** | |
| PVCV ORF inf F | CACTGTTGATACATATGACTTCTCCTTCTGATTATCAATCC |
| PVCV ORF inf R | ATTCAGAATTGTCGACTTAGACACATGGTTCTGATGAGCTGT |
| PVCV C’ inf F | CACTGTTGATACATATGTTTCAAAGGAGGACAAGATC |
| PVCV C’ inf R | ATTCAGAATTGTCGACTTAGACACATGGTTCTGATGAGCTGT |

How the deposited data were processed for this re-analysis (not part of the article)

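Leaf RNA was sequenced from 3 plants at 2 months of age and 3 plants at 4 months of age, with 1 library per plant. According to the paper, libraries were made with a stranded mRNA kit, sequenced in single-end mode, mapped with TopHat 2.0.13, Bowtie2 2.2.3 and SAMtools 0.1.19 to the merged genomes of P. axillaris and P. inflata, and counted with Cuffnorm 2.2.1. The submitters' processing notes name the same tools. The authors deposited 1 table with a normalized count per gene model and library, a signal that equals the read count times a factor of the library. It holds 75220 gene models and 1 row with a blank ID whose values sum to 0, which was left out. Of these gene models, 31211 were at 0 in all 6 libraries. Only the columns of normalized counts were used, and 24 other columns of values per library were not. Samples were assigned from the age and plant number in the labels.

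Values up to 100 times that of 1 read were whole multiples of it in 99.997% of 175124 cases, within 0.01 of 1 read. Rounding gave between 4720890 and 5790030 reads on gene models per library, which was between 41.7 and 44.4% of the totals in Table S1. These recovered reads were used for depth, for thinning, for other scalings and for the tests with edgeR and DESeq2, which are alternatives. The design had named a test of raw counts first and limma for values already normalized between libraries, and the second applied.

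Gene models with a mean of 10 or more (23130) were tested on log2(normalized count + 1) with the trend method of limma 3.58.1 in R 4.3.3, with age as the only term, two-sided, and with Benjamini-Hochberg adjustment at 0.05. The plants are separate plants of each age, and the p-values measure the spread between them. The method was tested on simulated counts with the means, library sizes and dispersions of these 23130 gene models, in 10 draws of 200 changed gene models. With changes of 2-fold and 4-fold, 0.30% and 37.9% of the changed gene models were recovered, at median fitted log2 changes of 0.97 and 1.94, and 15.1% of the calls were false. With changes of 2-fold, 4-fold and 16-fold, 2.5%, 51.8% and 86.2% were recovered and 8.48% of the calls were false. The 10 draws and the mixture with the larger change were set after a first simulation of 1 draw had been seen. The false share lies above the nominal 5%, so single calls near the threshold are less certain than their adjusted p. Only 200 of the 23130 gene models were changed, fewer than the 1343 called in the data. Recovery and false share depend on that number, so they may differ for these data.

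Table 1 names genes without IDs and the deposited table holds IDs without names, so lists of genes by description (histones, ethylene, photosynthesis and others) that had been fixed before the data were examined could not be applied. The rows of Table 1 were matched by value. Of 9 definitions of the fold change and 5 of the P-value, in 45 pairs, the ratio of geometric means with an equal-variance test on log values gave exactly 1 gene model for each of 23 rows, with both printed numbers met within their rounding plus a margin of 2% of it. A first search with a relative tolerance had matched all rows except 1, and the rule by printed rounding was set after that. As a test, 200 drawn gene models were searched by their own rounded values, and 95% were found with no other match. Gene models were named by a rule set before the data were examined: every gene of Table 1 that could be matched, and the 2 IDs that rose and the 2 that fell with the smallest adjusted p among those with a mean of 50 or more. The values of Table 1 had been seen when the rule was written.

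PVCV reads were taken from the read numbers in Tables S1 and S2, as reads per 1000000 total reads (RPM) and as episomal shares pooled over 12 positions at 9 sites, with Wilson 95% intervals that cover counting error only. In the pooled shares a read is counted at each position it spans, so their intervals are too narrow. Ages were compared by exact permutation of the 6 plants, for which the smallest two-sided p is 0.10. The share of normalized counts on P. axillaris gene models was compared in the same way, and calls by parental genome by Fisher's exact test, in which gene models are taken as independent.

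Replicate numbers are shared between ages but come from different plants, and the main test has no block. The alternatives set before the data were examined were quantile, upper-quartile and total-count scaling, no filter, a mean of 50 or more, pseudocounts of 0.1 and 5, the replicate number as a block, each library left out in turn, limma-voom, an unadjusted p under 0.05 with a fold of 2 or more, and each parental genome scaled and tested alone. A genome alone was scaled by its own total counts. Tests with edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, the definitions behind Table 1 as a threshold, and the removal of gene models on shifted scaffolds were added after the data had been seen. For scaffolds, taken from the IDs, the median log2 difference of a library from the median of the other 5 was computed over gene models with a mean of 20 or more, for scaffolds with 5 or more of these, and called shifted beyond 0.6, a limit set after the data had been seen. For shifted scaffolds and for gene models seen in 4m-1 alone, 100 shuffles moved gene models between scaffolds of the same parental genome. For the calls between ages, 100 shuffles moved the calls over all tested gene models, without regard to parental genome. On shuffled values with 20 scaffolds moved, all of these were found. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used.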

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

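The tests on scaffolds with their limits, the test of scaling at an unadjusted p, and the comparison of plant 4m-2 with the other 4-month-old plants in the test of a mixture were chosen after the result was seen, and the other tests on these patterns were set before.

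Outside the 23 rows of Table 1, which the paper discusses, 1330 gene models passed the test between ages, 1036 of them higher and 294 lower in 4-month-old plants. Of all 1343 calls, 78.0% were higher. The real grouping of the libraries gave 1343 calls and the highest of the other splits gave 2, and it was 1 of 10 splits with as many, too few splits for a share under 0.05. For these calls, scaling between libraries is argued against as the whole cause, since the lowest share that was higher under quantile, upper-quartile and total-count scaling was 69.9%, and so are low values, since the share was 79.0% among gene models with a mean of 50 or more. With each parental genome scaled by its own total counts and tested alone, 66.6% of P. axillaris calls and 71.3% of P. inflata calls were higher. Over all gene models with an unadjusted p under 0.05 the excess depended on the scaling, with 2654 higher and 1971 lower in the main test, 2378 and 2263 with quantile normalization, 2410 and 2252 with upper-quartile scaling, and 2147 and 2488 with total-count scaling, where 46.3% were higher. At this threshold each genome alone also had more lower than higher, with 1366 higher and 1546 lower for P. axillaris and 798 and 995 for P. inflata. Since each genome was scaled by its own total counts, this is not a result separate from total-count scaling. Segments of the genome that differ between the plants of the 2 ages are argued against as the main cause, since 338 of the 1047 higher gene models had at least 2 others on their scaffold, within the 261 to 371 of 100 shuffles (mean 305). Of the 296 lower gene models 40 did, also within the shuffles (6 to 47) but above their mean of 21.0. Age, and whatever else differed between these plants during cultivation, stay open as untested explanations.

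In plant 4m-1, 365 gene models of P. inflata reached 20 or more normalized counts and were at 5% or less of that level in the other 5 libraries, against 0 to 9 in any other library. The share of values on P. axillaris gene models was 62.8% in this plant and 65.5 to 66.5% in the others. A few very abundant gene models are argued against, since without the 100 most abundant the share still lay 3.69 percentage points below the lowest other library. RNA mixed in from a plant whose P. inflata gene models differ over the whole genome is argued against, since the 365 gene models lay on 103 scaffolds, fewer than the lowest of 100 shuffles (249), and 374 of 435 P. inflata scaffolds with 5 or more gene models in 4m-1 held none. In the same plant 48 of 645 P. axillaris scaffolds had a lowered median, by a median log2 difference of -0.84, against at most 7 in any other library and 9 in shuffles. Of 407 P. inflata scaffolds 40 were raised, against at most 10 in any other library and 13 in shuffles. Smaller numbers of P. inflata scaffolds also exceeded the shuffles elsewhere, with 11 lowered in 2m-3 (at most 7 in shuffles) and 7 raised in 4m-2 (at most 4). A candidate explanation for part of the lower share is that 4m-1 carried segments of P. inflata origin that the other 5 plants lacked, a hypothesis found and tested on the same data. RNA of another hybrid plant with such segments would give the same clustering and stays open, as untested. The candidate leaves a part open, since without the 365 gene models the share was 63.8% in 4m-1 and at least 65.5% in the others, and without the scaffolds shifted in 4m-1 it was 63.4% and at least 64.5%.

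Among the 4-month-old plants, 4m-2 lay nearest to the 2-month-old plants, at 0.52 of the way to the mean of the other 4-month-old plants. Depth is argued against, since with every library thinned to 4720890 reads its position was 0.52 (SD 0.00056 over 10 draws), against 0.75 for 4m-1 and 0.89 for 4m-3. RNA of a 2-month-old plant mixed in was to be excluded if gene models that were higher and lower in the other 4-month-old plants gave different fractions of their level in 4m-2, and the difference was -0.29 (bootstrap 95% interval -0.37 to -0.088). This met the bound set before, but the comparison cannot decide. Plants not suspected of RNA from a 2-month-old plant also differed, at -0.26 (-0.31 to -0.12) in 4m-1, which met the bound, and -0.093 (-0.28 to 0.14) in 4m-3, which did not. RNA of another hybrid plant stays open in 4m-1, so its value is not a clean comparison. A plant with such a difference of its own could keep it when mixed. The lower gene models compared were few, at 32 in 4m-2, 13 in 4m-1 and 8 in 4m-3. The position of 4m-2 also depends on 4m-1 and 4m-3, the only plants that set the far end of its axis. The mixture, a slower course of ageing in plant 4m-2 and other differences between the 4-month-old plants cannot be told apart here.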

How the results depend on the processing

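The settings named as added in the summary of processing were chosen after the data had been seen. Across the main results, 69 of 96 alternatives kept the direction and the side of the threshold, or stayed within 1.5 times the main count or within the interval of the main value. Some of the 69 could not change. Mean paired differences of PVCV reads and of the P. axillaris share equal the main values by construction. No left-out plant could reverse the PVCV ratio, since the ages did not overlap. The cause of a change was not tested, apart from fewer gene models or fewer libraries in the test. Higher and lower gene models numbered 626 and 166 with a mean of 50 or more, where fewer were tested, 1765 and 1146 at an unadjusted p under 0.05 with a fold of 2 or more, and 1617 and 872 by the added definitions behind Table 1. Leaving out each library in turn gave between 403 and 922 higher and between 45 and 459 lower, with the lone pairs of an age assumed to vary like the other age. The number lower was 193 with limma-voom, while added DESeq2 on recovered reads gave 1476 higher and 610 lower and added edgeR gave 1003 and 226. Without gene models on shifted scaffolds, also added, 1040 were higher and 332 lower. P. axillaris gene models scaled by their own total counts and tested alone gave 329 lower in place of 188, and P. inflata gene models alone gave 286 higher in place of 426. With total-count scaling of all gene models, 253 of P. axillaris were lower and 371 of P. inflata were higher, so scaling and genome are not told apart. The median of all gene models was at a log2 change of -0.020, and at -0.12 with total-count scaling, -0.11 for P. axillaris alone and -0.13 for P. inflata alone.

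The odds of a higher call for P. axillaris against P. inflata gene models had a ratio of 0.837 (Fisher's exact p = 0.20), became 0.779 (p = 0.0015) at an unadjusted p under 0.05 with a fold of 2 or more, and turned to 1.09 without 2m-3 and 1.10 without 4m-1, with a range from 0.813 to 1.10 over left-out libraries. Of the 23 rows of Table 1, 13 were called, and between 7 and 12 with a library left out. None of the 427 alternatives for single gene models turned its direction, 31 ended a call and 10 made one. A turn was hardly possible, since these gene models were selected on these libraries and none overlapped between ages. The episomal share by the mean of positions was 40.1% in 4m-1 and 3.17% in 4m-2, and by substitutions alone 67.7% in 4m-3. The log10 ratio of PVCV reads ran from 1.62 to 2.58 over left-out plants. The difference in P. axillaris share between ages was -1.42 percentage points (exact permutation p = 0.20), and from -2.02 to -0.449 over left-out libraries, the last without 4m-1.

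Replicate numbers do not pair the plants. Deviations of plants with the same number correlated at -0.057, 0.080 and 0.0023 across gene models, and 2 of 6 libraries correlated best with their own number. With the replicate number as a block, 907 were higher and 278 lower, and 14 rows of Table 1 were called. Gene lists by description could not be run under any setting. The simulation recovered 0.30% of 2-fold and 37.9% of 4-fold changes, or 2.5% and 51.8% in the mixture with 16-fold changes. It changed far fewer gene models than were called here, so these shares may not hold for these data. At 3 plants per age, a gene model that did not pass the test is not shown to be unchanged.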

Differences from the paper's values

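For histone H2B.10 the paper's fold change is -8.822, and the value on the log2(normalized count + 1) scale is -5.81, from the test without the filter on low counts, the only setting among those set before the data were examined that includes its gene model. As a ratio of geometric means, the definition chosen after the values were seen, its fold is the paper's by construction. The same holds for every other row, so like signs and sizes are no independent check. A difference here is one over 1.5 times that is also larger than the SD between plants on the log2 scale. Gene models that varied widely between plants could hardly differ by this rule. Dicer-like 2, at 1.90 without 4m-3 against the paper's 3.842, did not. The other 22 fold changes of Table 1 had the same sign and did not differ, 19 of them in the main test and those of the wound-induced protein, histone H2A 12 and RadA in the test without the filter, and the size of the fold ran from 0.670 to 0.995 of the paper's, since the pseudocount shrinks folds of low counts. Among the alternatives, a pseudocount of 5 made 3 of them differ, with 17.1 for 1-aminocyclopropane-1-carboxylate oxidase 1 against the paper's 32.045, 3.37 for ethylene-responsive transcription factor 1B against the paper's 7.271 and 3.92 for the TIR-NBS-LRR protein against the paper's 8.406, and leaving out 2m-3 gave 4.70 for transcription factor 1B.

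The paper lists as up- or downregulated 10 genes that did not pass an adjusted p under 0.05 here with the filter, against 13 of the 23 that did. Table 1 does not say that its P-values are adjusted, and all 19 tested rows passed an unadjusted p under 0.05 with a fold of 2 or more here, but its own P-values for Dicer-like 2 and double-stranded RNA-binding protein 4 lie above 0.05. Glutathione S-transferase TAU 19 was called with the replicate block, total-count scaling, a pseudocount of 0.1, P. axillaris gene models alone and without 4m-1, and also by edgeR and DESeq2, which were chosen after seeing the values. Of the 13, edgeR dropped senescence-associated gene 101 and DESeq2 dropped none. Heat shock transcription factor A2 and Dicer-like 2 were called by DESeq2 alone, DNA methyltransferase 1 without 2m-1, and histone H2B.10 without the filter. Double-stranded RNA-binding protein 4 and RNA polymerase IV subunit 1 were called under none of the 18 alternatives run for each with a p adjusted over all gene models tested. The wound-induced protein, histone H2A 12 and RadA were tested only without the filter and were not called there. Adjusted over the list alone, which is not independent evidence because the study chose it on these libraries, all 23 rows passed without the filter.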

Other observations

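The matching of gene models to Table 1 and the search for missing gene models were chosen after the data had been seen. Genes of RNA silencing in Table 1 went both ways. Argonaute 2, an effector of antiviral silencing, rose from 33.9 ± 1.61 (SD, n = 3) normalized counts in 2-month-old plants to 270 ± 132 (SD, n = 3) in 4-month-old plants (log2 fold change 2.84, standard error 0.34, adjusted p = 0.0031 from limma), while Argonaute 10 fell from 87.3 ± 31.7 to 22.9 ± 3.77 (log2 fold change -1.83, standard error 0.32, adjusted p = 0.013 from limma), a call that ended without 2m-2, 2m-3 or 4m-1. Dicer-like 2 was at 35.2 and 37.9 in plants 4m-1 and 4m-2 and at 281 in 4m-3, the plant with the most PVCV reads, against 21.7, 15.7 and 19.4 at 2 months of age (adjusted p = 0.17 from limma). Double-stranded RNA-binding protein 4 was at 32.8 ± 8.34 and 14.4 ± 7.64 (adjusted p = 0.16 from limma), and RNA polymerase IV subunit 1, which acts in RdDM, at 15.0 ± 4.72 and 6.06 ± 0.972 (adjusted p = 0.22 from limma). The DNA repair protein RadA, under the minimum mean of 10, was at 6.33 ± 2.93 and 1.46 ± 0.784. The rows were selected by the study on these libraries.

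Of the 1047 gene models higher in 4-month-old plants, 4m-3 was the highest library for 633 and 4m-1 for 285, and 4m-2 was the lowest of its age for 611. By at least 16-fold, 73 were higher and 4 lower. Without a test, 26.2% of the tested gene models had no overlap between ages, 3275 with higher and 2776 with lower values in 4-month-old plants, against 10% by chance for 3 libraries against 3. Plant 4m-3 lacked 40 gene models that were at 20 or more normalized counts in each of the other 5 libraries, 33 of them of P. inflata.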
